# Kernel size‐related genes revealed by an integrated eQTL analysis during early maize kernel development

**DOI:** 10.1111/tpj.14193

**Published:** 2019-01-25

**Authors:** Junling Pang, Junjie Fu, Na Zong, Jing Wang, Dandan Song, Xia Zhang, Cheng He, Ting Fang, Hongwei Zhang, Yunliu Fan, Guoying Wang, Jun Zhao

**Keywords:** expression quantitative trait loci, complex trait, m^6^A RNA modification, kernel development, *Zea mays* L

## Abstract

In maize, kernel traits strongly impact overall grain yields, and it is known that sophisticated spatiotemporal programs of gene expression coordinate kernel development, so advancing our knowledge of kernel development can help efforts to improve grain yields. Here, using phenotype, genotype and transcriptomics data of maize kernels at 5 and 15 days after pollination (DAP) for a large association mapping panel, we employed multiple quantitative genetics approaches—genome‐wide association studies (GWAS) as well as expression quantitative trait loci (eQTL) and quantitative trait transcript (QTT) analyses—to gain insights about molecular genetic basis of kernel development in maize. This resulted in the identification of 137 putative kernel length‐related genes at 5 DAP, of which 43 are located in previously reported QTL regions. Strikingly, we identified an eQTL that overlaps the locus encoding a maize homolog of the recently described m^6^A methylation reader protein ECT2 from Arabidopsis; this putative ^epi^eQTL is associated with 53 genes and may represent a master epi‐transcriptomic regulator of kernel development. Notably, among the genes associated with this ^epi^eQTL, 10 are for the main storage proteins in the maize endosperm (zeins) and two are known regulators of zein expression or endosperm development (*Opaque2* and *ZmICE1*). Collectively, beyond cataloging and characterizing genomic attributes of a large number of eQTL associated with kernel development in maize, our study highlights how an eQTL approach can bolster the impact of both GWAS and QTT studies and can drive insights about the basic biology of plants.

## Significance Statement

Quantitative genetics analysis of genomic, transcriptomic and phenotypic data of a large association panel of maize inbred lines allowed us to identify and characterize trends among eQTL regions associated with kernel traits and the complex spatiotemporal programs of gene expression that impact maize kernel development. Fascinatingly, we found an eQTL region overlapping the locus encoding the maize ortholog of the very recently described m^6^A reader protein ECT2 from *Arabidopsis*.

## Introduction

Maize (*Zea mays* L.) is not only of worldwide importance as a food, feed and source of industrial products, but is also a long‐influential biological model species that exhibits extensive phenotypic and genetic diversity (Hake and Ross‐Ibarra, 2015). Its kernels, like other seeds, are the primary storage organs that provide essential components for plant growth and development (Scanlon and Takacs, 2009). The number of harvested kernels and their individual kernel size—two complex genetic traits that massively influence yield—result from the multi‐step and tightly regulated processes of kernel development (Li *et al*., 2013b; Chen *et al*., 2014; Doll *et al*., 2017). Thus, advancing our knowledge of the genetic and even molecular genetics mechanisms underlying kernel development will have large impacts for ongoing global efforts seeking to optimize maize grain yield.

Association mapping, also known as linkage disequilibrium (LD) mapping, exploits recombination events in natural populations to harness genetic diversity information to potentially resolve phenotypic variation for complex traits down to the level of single genes or even individual nucleotides. Different from genome‐wide association studies (GWAS) in humans, GWAS in crop plants are typically based on a permanent resource often known as an association panel—a population of diverse (and preferably homozygous) genetic lines that only needs to be genotyped once but can be re‐phenotyped for many traits. Maize, owing in part to its out crossing nature and attendant rapid LD decay (within ∼2 kb), as well as its great genetic diversity, is an important model for the ongoing development of powerful GWAS methods (Huang and Han, 2014). Nevertheless, researchers using GWAS must consider and manage the known massive influence of population structure in driving both increased false‐negative rates and decreased false‐positive rates. Indeed, even with careful management, it remains the case that some genuinely influential loci will not be detected (false‐negatives) in GWAS of association panels because quantitative trait loci (QTL) allele distribution is correlated with population structure (Bazakos *et al*., 2017).

One interesting conceptual approach that can help improve the scope of large quantitative genetics studies is known as expression quantitative trait loci (eQTL) analysis. This increasingly popular method is based on conducting association analysis between gene expression levels and genetic variants, and it can identify genetic polymorphisms that affect gene expression levels; it is also helpful for building links between regulators and targets when constructing gene regulatory networks (Hansen *et al*., 2008; Kliebenstein, 2009; Hammond *et al*., 2011). Furthermore, eQTL signals can also reveal the local and distant trait‐associated variants in GWAS studies, thereby linking both expression data and DNA sequence variations to phenotypes and addressing complex traits (Potokina *et al*., 2008; Li *et al*., 2013b; Albert and Kruglyak, 2015). Importantly, there have also been demonstrations that integration of eQTLs with quantitative trait transcript (QTT) analyses can facilitate the identification of causative genes for complex traits (Passador‐Gurgel *et al*., 2007; Petretto *et al*., 2008).

It is now appreciated that a sequence of key ultimately yield‐related developmental processes (e.g. syncytium formation, cellularization, cellular differentiation, etc.) occur during the early period of maize kernel development [from pollination up to about 15 days after pollination (DAP); Sabelli and Larkins, 2009]. It is also known that this phase of development is regulated by sophisticated spatiotemporal programs of gene expression (Sekhon *et al*., 2011; Li *et al*., 2014; Doll *et al*., 2017). Here, using phenotype, genotype and transcriptomics data of kernels at 5 and 15 DAP for a large association mapping panel comprised of tropical, subtropical and temperate inbred lines, we conducted eQTL, QTT and GWAS analyses, and integrated the results to gain insights about the genetic and molecular genetic basis of kernel development in maize. We noted several interesting trends relating to development‐stage‐specific eQTLs and the distances of these regulatory regions to their associated genetic loci. We also found an eQTL that overlaps the locus encoding the maize homolog of the recently described m^6^A methylation reader protein ECT2 from Arabidopsis; this putative ^epi^eQTL is associated with 53 genes and apparently regulates the metabolism of the primary protein storage proteins in maize kernels. Beyond underscoring the utility of eQTL analysis for identifying multi‐level mechanisms of gene regulation for complex traits that would be missed by genome‐focused GWAS and missed by transcriptome‐focused QTT analysis, our identification of a putative ^epi^eQTL for kernel traits overlapping the maize *ECT2* locus illustrates how quantitative genetics approaches can lead to basic biological insights.

## Results and Discussion

### **Genotyping of a maize association panel and expression quantitative trait loci analysis of genes expressed in kernels at 5 DAP**

The uniquely mapped reads from the RNA‐seq data of 5‐DAP kernels were used for single nucleotide polymorphism (SNP) calling and genotyping of each of the 282 maize inbred lines (Table S1). 

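Kernels were collected 5 DAP in 2014, and for each inbred line the seeds of the 3 field blocks were mixed before RNA extraction, so that each inbred line was represented by 1 RNA-seq library and no value below has a replicate library of the same line. Paired-end reads of 125 bp were mapped by the authors to the B73 reference genome (AGPv3) with TopHat2, uniquely mapped reads were counted on the annotated genes, and the counts were normalized and converted to FPKM with DESeq2. The deposited tables hold the counts and the FPKM of 39625 genes for 318 inbred lines, of which 282 are the lines of Table S1 and 36 are not listed there. The paper gives no reason for leaving out the 36 lines. Values below are given over the 282 lines first and over all 318 lines where both were computed. The total count per line ranged from 6693273 to 29629212 over the 282 lines (median 13670004), from 6100624 to 20091785 over the 36 lines (median 13600031), and had a median of 13625467 over all 318 lines. Across the 282 lines, the total count followed the number of uniquely mapped reads in Table S1 (Pearson's r = 0.989, Spearman's rho = 0.973, two-sided permutation P = 1e-05 for both, the smallest that 100000 permutations can give), and r was 0.987 without the 2 lines farthest from the median total. The total amounted to between 39.7 and 58.3% of the uniquely mapped reads (median 49.9%). The paper does not state whether a count is a read or a read pair, so counts given as reads below may be read pairs. Dividing the counts by the median-of-ratios size factors of all 318 libraries, over the 17562 genes without a zero count, and by 1 factor per gene gave the deposited FPKM with a largest relative difference of 1.6e-14. The FPKM of the 282 lines thus already include the 36 lines in their normalization. By their names, 88 of the 282 lines belonged to the CIMBL series, 33 to the CML series, 40 to the GEMS series and 121 to none of these, and this grouping was used wherever a relation across lines was recomputed within groups. Genotypes and kernel length data were not used here.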

After quality control and imputation, we identified a total of 663 810 high‐quality SNPs. When we compared these 5‐DAP SNPs with the SNPs previously reported for maize kernels at 15 DAP (Fu *et al*., 2013), we found that 308 058 SNPs (46.41% of 5 DAP and 55.15% of 15 DAP) were shared commonly in the two datasets (Figure 1a). Note that the SNPs from 15 DAP were concatenated from two analytical sources: 49 256 were determined using the MaizeSNP50 BeadChip (Li *et al*., 2012); and 509 322 were called from the RNA‐seq reads. As another SNP quality control measure, we compared the concordant rates of the 5‐ and 15‐DAP SNPs and found that the 5‐DAP SNPs shared 97.26 and 94.71% concordance with, respectively, the BeadChip‐ and RNA‐seq‐derived 15‐DAP SNPs (Figure 1b).

**Figure 1:**
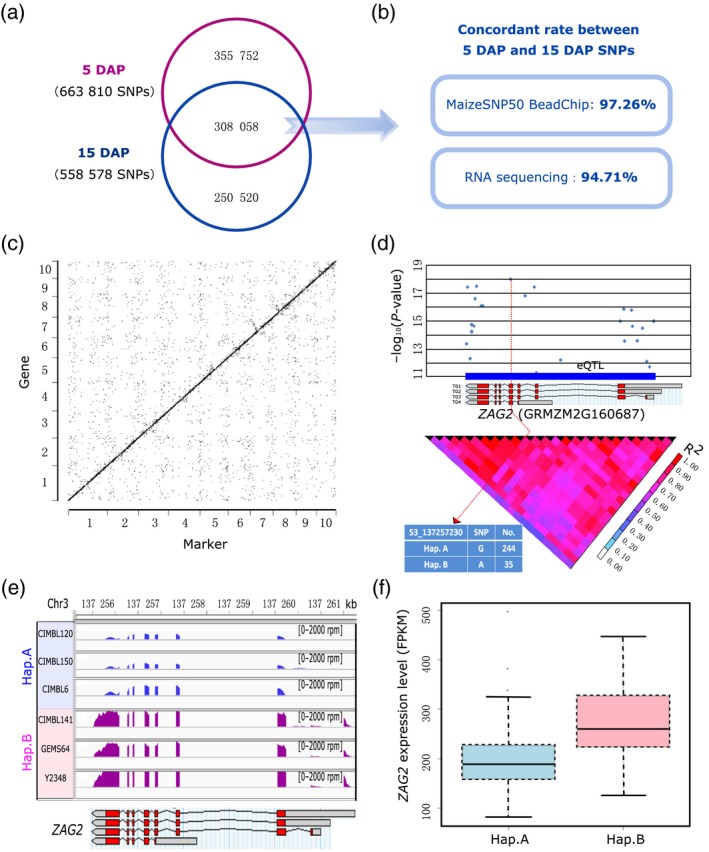
Overview of single nucleotide polymorphisms (SNPs) and expression quantitative trait loci (eQTL) results for kernels at 5 days after pollination (DAP). (a) The number of SNPs called from 5 DAP and 15 DAP (Fu *et al*., 2013), and their overlap. (b) Concordance rate of the SNPs shared by the two developmental stages. (c) The start position of the 18 377 eQTL‐associated genes (*y*‐axis) against the position of the most significant SNPs in their eQTL regions (*x*‐axis). (d) Display of the eQTL results for the *ZAG2* gene as an example. The upper panel shows the position of the eQTL and the association signals of all the SNPs located in this eQTL region, while the linkage disequilibrium (LD) plot for all the SNPs included is shown in the lower panel. Information for the most significant SNP is highlighted in the blue box. (e, f) The expression divergence for different haplotypes based on the most significant SNP in *ZAG*2. (e) Three random samples were chosen for each haplotype, and the abundance of mapped reads is shown for the same coverage range. (f) The overall expression divergence of the two haplotypes of *ZAG2* displayed as a box plot.

Prior to conducting an eQTL analysis, and with the goal of increasing mapping power, we broadened the SNP density by combining the 5‐DAP and 15‐DAP SNP datasets—this resulted in a total of 914 330 SNPs covering 28 280 genes, 3 105 more genes than were covered in the previously reported SNP data for 15‐DAP kernels. Among the SNPs used in the present study, 89.73% were located in gene regions (Figure S1a), a reasonable distribution considering that the SNPs were identified from gene expression data collected for each line of a large association population. The average number of SNPs per gene was 32 (Figure S1b). To prepare the dataset for association analysis, we examined the expression levels for all covered genes and eliminated those for which the population median expression level was zero, thereby retaining 27 103 covered genes that were expressed at 5 DAP. 

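The population median expression level over the 282 inbred lines was above 0 FPKM for 27262 of the 39625 genes, counted without regard to SNP coverage. With all 318 lines the number was 27274. Between these sets of lines, 45 genes had a median of 0 over the 282 lines but not over the 318 lines, and 33 genes the reverse. In 2337 genes, no read was counted in any of the 318 lines. The alternative that moved the number most was a median count of at least 10 over the 282 lines, which 22171 genes reached.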

Considering that maize kernel is a complex structure and that a temporal‐morphological staging in one inbred line would not necessarily correlate with the same staging in another, we explored the developmental consistency of the inbred lines at 5 DAP. 

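Of all genes, GRMZM2G121308 had the highest average expression over the 282 inbred lines, with 3893 ± 3071 FPKM (SD across lines, n = 282). GRMZM2G118873 followed with 2455 ± 2061 FPKM and GRMZM2G015605 with 2415 ± 1468 FPKM. With all 318 lines their means were 3909, 2438 and 2399 FPKM, in the same order. The lines differed widely in each of these genes: GRMZM2G121308 ranged from 0.903 to 19400 FPKM. The 10 genes with the highest average took a median of 2.07% of the counts of a line over the 282 lines and 2.00% over the 36 lines not listed in Table S1 (difference in medians, two-sided permutation P = 0.602, Benjamini-Hochberg adjusted P = 0.803 over 4 such comparisons).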

Genes were ranked by average expression in the inbred lines, and the correlation of average expression with each sample's expression of the top 1 000 genes was used as an indicator of consistency. Among all 282 inbred lines, 185 (65.6%) showed very strong correlation (*r *≥ 0.8) and 86 (30.5%) strong correlation (0.6 ≤ *r *< 0.8; Evans, 1996), indicating that most of the lines staged well together (Table S2). 

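Recomputed from the deposited FPKM, with the 1000 genes ranked by their mean over the 282 inbred lines, Pearson's r with the average was below 0.8 in 101 lines and at or above it in the remaining 64.2%. It was from 0.6 to below 0.8 in 90 lines (31.9%) and below 0.6 in 11 lines (3.90%). The median r was 0.828, with a range from 0.418 to 0.921, and no line differed by more than 0.00208 from its value in Table S2. The alternative that moved the number at or above 0.8 most was the log2(FPKM + 0.1) scale, on which 2 lines were at or above 0.8, 258 lines lay between and 22 lines were below 0.6. With all 318 lines compared with the same average, 208 lines were at or above 0.8, 99 lay between and 11 were below 0.6. None of the 36 lines missing from Table S1 was below 0.6.
Of these 36 lines, the CIMBL series had an r of 0.813 in CIMBL100, 0.855 in CIMBL109, 0.876 in CIMBL21, 0.826 in CIMBL27, 0.859 in CIMBL4, 0.888 in CIMBL47, 0.840 in CIMBL58, 0.852 in CIMBL63, 0.838 in CIMBL71 and 0.781 in CIMBL90. In the CML series, r was 0.779 in CML115, 0.918 in CML298, 0.860 in CML324, 0.793 in CML327, 0.876 in CML415, 0.750 in CML433 and 0.650 in CML486. In the GEMS series, r was 0.850 in GEMS19, 0.823 in GEMS25, 0.830 in GEMS4, 0.890 in GEMS48, 0.848 in GEMS60 and 0.658 in GEMS65. Among the remaining lines, r was 0.770 in 05W002, 0.832 in 177, 0.859 in B111, 0.814 in ES40, 0.788 in JI846, 0.859 in K12, 0.852 in LIAO138, 0.834 in R15, 0.893 in U8112, 0.856 in W138, 0.818 in YU374, 0.907 in ZI330 and 0.730 in ZZ03. The median r of the 36 lines, 0.839, exceeded that of the 282 lines by 0.0116. This difference was not distinguishable from 0 (two-sided permutation test, P = 0.392, Benjamini-Hochberg adjusted P = 0.784 over the 4 library measures compared). From the share of lines in the upper classes, the paper reasons that most lines were at a similar developmental stage.

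**Figure D1:**
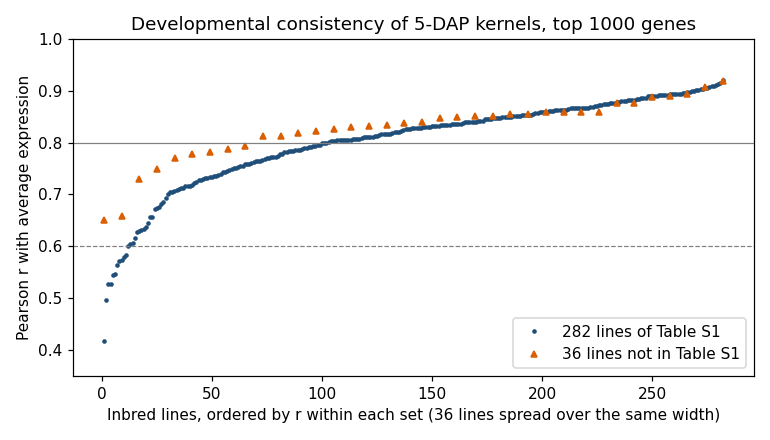
Pearson's r (y-axis) of the FPKM of each inbred line with the average over the 282 lines for the 1000 genes with the highest average, with lines ordered by r along the x-axis within each set. Dots are the 282 lines of Table S1, from 0.418 to 0.921, triangles are the 36 lines not listed there, from 0.650 to 0.918, and horizontal lines mark 0.8 and 0.6.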

The left inbred lines not correlated well should not produce false‐positives in the following eQTL study, but might decrease detection power.

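The lowest r among the 282 inbred lines was 0.418 in DAN599, followed by 0.496 in a line outside the named series, 0.5275 in GY462, 0.528 in 1462 and 0.544 in GY386. Sequencing depth did not set these 5 lines apart downwards, since their total counts, between 14397555 in GY462 and 25322060 in GY386, all lay above the population median. The 10 genes with the highest average took 0.828% of the counts in DAN599, 1.37% in the second lowest line, 1.19% in GY462, 0.953% in 1462 and 1.22% in GY386, less than the population median in each.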

Association analysis was conducted with a mixed linear model (MLM) using the expression level data for each inbred line for each of these 27 103 genes at 5 DAP and the 776 254 integrated SNPs that had a minor allele frequency (MAF) greater than 0.05. Significantly associated SNPs were then selected using a Benjamini–Hochberg (BH) method with false discovery rate (FDR) under 0.05 (*P *< 2.6E‐6). The subsequent definition of eQTL regions based on the significant SNPs from the association analysis used a previously described approach (Fu *et al*., 2013). Briefly, when at least three significant SNPs were clustered at a genomic locus with no entailed SNP pair being more than 5 kb apart, these SNPs then were deemed as a candidate eQTL. In the case where a single gene was associated with more than one candidate eQTL, and provided that two candidate eQTLs had LD (*r* ^2 ^> 0.1), the less significant eQTL was then removed; if two candidate eQTLs had the same eQTL association strength (*P*‐value), then the eQTL with the larger joint effect was retained.

In total, this identified a total of 22 966 eQTLs associated with the expression of 18 377 genes in 5‐DAP maize kernels (Figure 1c; Table S3). The average length of these eQTLs was 4 086 bp, and they were comprised of an average of 13 SNPs. Recalling that these were mostly from RNA‐seq analysis, it was not surprising that most of the 5‐DAP eQTLs (70%) shared overlap with genic regions (37.4% in exons and 32.6% in introns). We also divided the eQTLs into two types following a previously published eQTL analysis of maize using 20 kb as a cut‐off to define ‘local eQTLs’ versus ‘distant eQTLs’ (Fu *et al*., 2013): 11 858 (51.6%) were local eQTLs, 11 108 (48.4%) were distant eQTLs. Taking the gene *ZAG2* (GRMZM2G160687) as an example, a local eQTL region was defined by 25 significantly associated SNPs within the locus (Figure 1d). 

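ZAG2 (GRMZM2G160687) was expressed in all 282 inbred lines, with a mean of 205 ± 65.1 FPKM (SD, n = 282 lines) and a range from 81.4 to 498 FPKM. Over all 318 lines the mean was 205 ± 65.5 FPKM. The haplotype is given for the 6 lines that Figure 1e names. In the Hap.A lines, the expression level was 95.2 FPKM in CIMBL120, 119 FPKM in CIMBL150 and 136 FPKM in CIMBL6, from 3576, 3680 and 6790 reads. In the Hap.B lines, it was 318 FPKM in CIMBL141, 347 FPKM in GEMS64 and 432 FPKM in Y2348, from 10971, 10593 and 18131 reads. The means were 116.5 ± 20.3 FPKM (SD, n = 3 lines) for Hap.A and 365.7 ± 59.5 FPKM (SD, n = 3) for Hap.B. All 3 Hap.A lines lay below every Hap.B line (difference 249 FPKM, two-sided exact permutation test, P = 0.1, the smallest P that 3 lines against 3 allow). The haplotypes rest on the SNP most strongly associated with ZAG2 expression in this panel, so the comparison is not independent evidence for the eQTL. The difference was 1.64 on the log2(FPKM + 1) scale, and it stayed between 216 and 273 FPKM when each of the 6 lines was left out in turn. Counted from the lowest of the 282 lines, the Hap.A lines had ranks 5, 14 and 36, and counted from the highest, the Hap.B lines had ranks 17, 8 and 4. Among all 318 lines these ranks were 5, 15 and 38, and 19, 9 and 5. The Hap.A lines, all of the CIMBL series, also had a lower r of developmental consistency (0.6328, 0.8044 and 0.6044) than the Hap.B lines (0.8955, 0.8936 and 0.8666). In these 6 lines the haplotype is thus not separated from that difference.

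**Figure D2:**
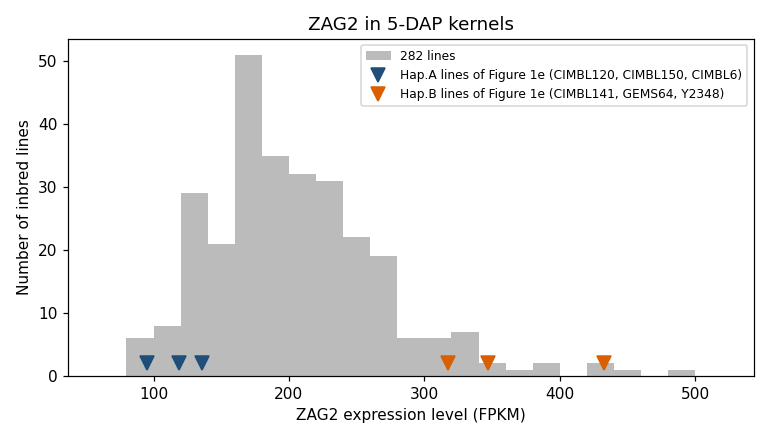
Distribution of the ZAG2 expression level in FPKM (x-axis) over the 282 inbred lines (y-axis, number of lines). Triangles mark the single values of the 3 Hap.A lines, from 95.2 to 136 FPKM, and of the 3 Hap.B lines, from 318 to 432 FPKM, and their height has no meaning.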

Haplotype analysis based on the most strongly associated SNP in a candidate eQTL region targeting this gene defined two haplotypes in the maize association panel population, and there were two distinct *ZAG2* expression patterns that characterized these separate haplotypes (Figure 1e,f), thereby providing an illustration of the power of eQTL analysis to identify active regulatory sequences functioning in the inbred lines of the association panel.

### **Early kernel development‐related genes identified by integration of expression quantitative trait loci, quantitative trait transcript and genome‐wide association studies analyses**

We next conducted QTT analysis to explore genes related to kernel length that are expressed in the 5‐DAP kernels. This analysis employed a linear regression model to characterize relationships between published kernel length data for each inbred line in the association panel (Liu *et al*., 2016) and the expression data for each of the 18 377 genes that were associated with eQTLs in each inbred line of the population. 

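A population median above 1 FPKM was reached by 20452 of the 39625 genes over the 282 inbred lines and by 20482 genes over all 318 lines. With counts divided by the library total and not by gene length, 21375 genes had a median above 1 over the 282 lines.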

Using a cut‐off value of *P *< 0.05 and expression level of population median > 1, 905 of the genes associated with eQTLs were deemed as significant QTTs. Separately, we conducted GWAS with a MLM using the kernel length phenotype data for each inbred line and the aforementioned 776 254 SNPs. As is common with MLM‐based association analysis for complex traits in maize populations, no significant SNPs were found for kernel length, even under a loose cut‐off (1.3E‐6; Figures 2a, top, and S2; Yang *et al*., 2014). We therefore used an alternative—a general linear model (GLM)—to conduct association analysis, which revealed 12 159 significantly associated SNPs covering 3 627 genes (Figure 2a, bottom). However, as GLM‐based association studies are well known to have high false‐positives rates, particularly when the population structure is not controlled (Larsson *et al*., 2013), we retained only the genes that were common to both the GLM and the significant QTT results (Figure 2b). We thus identified 137 genes that are putatively related to kernel length at 5 DAP (Table S4). 

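All 137 genes of Table S4 were found among the deposited expression values. Their population median over the 282 inbred lines ranged from 0.238 to 932 FPKM and was above 1 FPKM in 130 genes, over the 282 and over all 318 lines. For each gene, Table S4 gives the mean expression of the lines with either allele of the most significant SNP, and the panel mean computed here was set beside them. It lay between them in 137 of 137 genes over the 282 lines and over all 318 lines. The paper's allele means are averages over lines of this panel, so a panel mean between them was nearly fixed in advance. This checks only that the values match the paper's and does not test an allele effect. If every line had a called allele, the position of the panel mean between the paper's allele means would correspond to a share of lines with the first allele between 48.7 and 92.3% (median 70.9%). The paper set heterozygous genotypes to missing, so the allele means can rest on fewer lines than the panel mean. After GRMZM2G099074, the smallest P-values of the QTT analysis in Table S4 belong to GRMZM2G430745 with an expression level of 19.7 ± 4.95 FPKM (SD, n = 282 lines), GRMZM2G150091 with 379.5 ± 585.8 FPKM, GRMZM2G133146 with 1.27 ± 1.17 FPKM and GRMZM2G143782 with 19.1 ± 13.2 FPKM. GRMZM2G133146 had a median of 0.947 FPKM. Across all 318 lines, the means of these genes were 19.6, 379.7, 1.30 and 18.9 FPKM.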

Notably, 43 (31.39%) of these genes are located in previously reported QTL regions for kernel length (Table 1).

**Figure 2:**
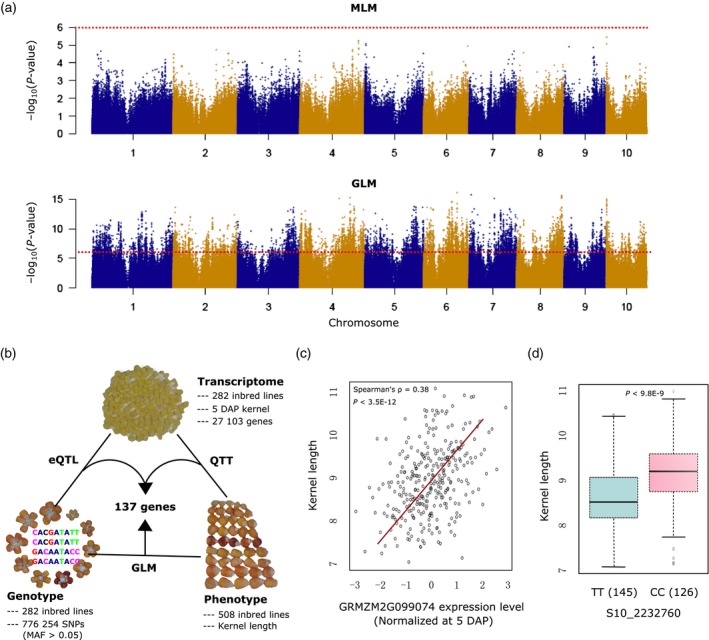
Identification of kernel length‐related genes from integrated analysis of expression quantitative trait loci (eQTL), quantitative trait transcript (QTT) and genome‐wide association studies (GWAS) analyses. (a) GWAS signals of kernel length using different association models: mixed linear model (MLM; top) and general linear model (GLM; bottom). The dashed horizontal lines represent the significant *P*‐value cut‐off (1.29E‐6). (b) Illustration of the integrative approach used to identify genes related to kernel length at 5 days after pollination (DAP). The combination of eQTL and QTT reveals kernel length‐related genes at the expressional level, and then these genes were filtered by considering the GWAS signals. MAF, minor allele frequency. (c) Correlation of the expression level of GRMZM2G099074 with kernel length. (d) Comparison of kernel length between the two haplotypes based on the most significantly associated SNP of GRMZM2G099074. The kernel length data were used from previous studies (Liu *et al*., 2016).

**Table 1:** List of selected kernel length‐related genes at 5 DAP

Gene	Functional annotation	eQTL			QTT		GWAS		QTL ref.
		SNP (A1/A2)	Mean exp (A1/A2)	*P*‐value	Cor	*P*‐value	Mean KL (A1/A2)	*P*‐value	
GRMZM2G143782	mab23; Speckle‐type POZ	S6_93485430 (G/A)	13.2/32.5	< 2.2E‐16	0.33	2.1E‐04	8.7/9.2	1.0E‐07	(Li *et al*., 2013a)
GRMZM2G446426	mads52; MADS‐box transcription factor	S3_38744838 (C/T)	18.2/8.0	1.6E‐12	−0.33	2.2E‐04	8.7/9.2	1.7E‐08	(Wang *et al*., 2009; Li *et al*., 2013a)
GRMZM2G161545	Ubiquitin‐conjugating enzyme	S4_146090569 (G/C)	8.5/5.1	2.2E‐16	−0.30	1.0E‐03	8.8/9.4	5.5E‐07	(Li *et al*., 2013a)
GRMZM2G164835	NA	S6_93657368 (C/G)	8.7/10.6	2.3E‐06	0.23	1.1E‐03	8.7/9.5	6.9E‐11	(Li *et al*., 2013a)
GRMZM2G122965	Putative kinesin member	S1_47911257 (G/C)	7.3/8.3	2.6E‐02	0.27	1.7E‐03	8.6/9.1	9.5E‐08	(Li *et al*., 2013a)
GRMZM2G165746	Putative mitochondrial substrate/solute carrier	S3_60257567 (A/C)	21.0/11.2	1.6E‐12	0.28	2.3E‐03	9.0/8.6	5.8E‐07	(Li *et al*., 2013a)
GRMZM2G144615	F‐box containing protein	S3_9041378 (C/T)	21.6/17.5	6.3E‐15	−0.26	2.7E‐03	8.7/9.3	9.9E‐09	(Wang *et al*., 2009; Liu *et al*., 2017)
GRMZM2G300924	ereb170; AP2/EREBP transcription factor	S5_189817208 (C/A)	2.8/3.9	2.0E‐02	0.25	3.1E‐03	8.7/9.4	1.2E‐08	(Li *et al*., 2013a)
GRMZM2G123355	Glycosyltransferase 6	S4_191222267 (G/T)	13.7/21.7	4.3E‐07	0.23	4.6E‐03	8.8/9.5	4.5E‐09	(Wang *et al*., 2009; Li *et al*., 2013a)
GRMZM2G037177	NA	S7_169965607 (G/T)	101.6/86.1	6.2E‐09	−0.25	4.8E‐03	8.8/9.3	1.2E‐06	(Veldboom *et al*., 1994; Wang *et al*., 2009; Li *et al*., 2013a)
GRMZM2G093035	NA	S6_13921812 (G/A)	3.8/7.0	7.9E‐08	0.25	4.9E‐03	8.8/9.3	5.6E‐07	(Li *et al*., 2013a)
GRMZM2G067555	NA	S4_198308777 (A/C)	4.3/2.2	1.6E‐12	−0.23	5.3E‐03	8.7/9.3	1.7E‐07	(Wang *et al*., 2009; Li *et al*., 2013a)
GRMZM2G148867	Putative glutaredoxin	S1_201782255 (A/G)	10.3/8.4	1.6E‐12	−0.23	5.6E‐03	8.7/9.1	1.1E‐06	(Li *et al*., 2013a)
GRMZM2G154029	HLH DNA‐binding protein	S9_121002306 (C/T)	13.0/34.6	1.2E‐12	0.25	6.5E‐03	8.7/9.4	5.2E‐08	(Li *et al*., 2013a; Liu *et al*., 2017)
GRMZM2G176133	50S ribosomal protein L33	S6_158610330 (T/C)	39.3/34.1	6.0E‐05	−0.23	6.5E‐03	8.6/9.2	4.4E‐10	(Wang *et al*., 2009)
GRMZM2G001648	NA	S4_23004680 (G/A)	3.4/34.4	7.4E‐11	0.24	7.3E‐03	8.8/9.6	3.9E‐07	(Li *et al*., 2013a)
GRMZM2G092925	Protein HVA22	S1_198967213 (C/T)	4.1/16.8	1.7E‐12	0.23	7.8E‐03	8.7/9.5	1.4E‐09	(Li *et al*., 2013a)
GRMZM2G043943	Pectinesterase	S6_160526879 (A/G)	9.3/24.8	2.2E‐07	0.21	8.0E‐03	8.8/9.4	5.1E‐07	(Wang *et al*., 2009)
GRMZM2G058900	NA	S6_93993703 (A/G)	11.6/8.6	< 2.2E‐16	−0.22	8.1E‐03	8.8/9.3	3.8E‐07	(Li *et al*., 2013a)
GRMZM2G082855	pzb01110; Leucine‐rich repeat receptor‐like protein	S9_24080734 (T/G)	7.1/4.7	1.1E‐11	0.20	8.7E‐03	9.0/8.5	7.9E‐08	(Liu *et al*., 2017)
GRMZM2G126808	hb45; Homeobox protein	S1_29544058 (C/A)	12.2/24.8	4.9E‐14	0.22	8.9E‐03	8.7/9.4	1.3E‐09	(Wang *et al*., 2009; Liu *et al*., 2017)
GRMZM2G012126	NA	S1_29263923 (G/C)	13.5/5.7	< 2.2E‐16	0.19	1.1E‐02	9.1/8.6	4.7E‐09	(Wang *et al*., 2009; Liu *et al*., 2017)
GRMZM2G180622	Sarcoplasmic reticulum histidine‐rich calcium‐binding	S3_28621143 (G/A)	13.9/5.1	1.6E‐12	0.20	1.2E‐02	9.0/8.5	1.4E‐07	(Wang *et al*., 2009; Li *et al*., 2013a)
GRMZM2G147966	NA	S7_117728836 (C/T)	22.1/28.1	1.9E‐02	0.21	1.2E‐02	8.7/9.4	1.3E‐07	(Li *et al*., 2013a)
GRMZM5G874568	NA	S6_91797273 (C/G)	2.9/34.6	1.6E‐12	0.21	1.3E‐02	8.7/9.3	2.1E‐09	(Li *et al*., 2013a)
GRMZM2G139650	Phytoene dehydrogenase‐like	S5_101336590 (A/G)	12.0/18.5	1.6E‐12	−0.20	1.4E‐02	9.0/8.5	5.8E‐07	(Li *et al*., 2013a)
GRMZM2G353785	Ribosomal subunit	S7_147108286 (A/G)	9.2/5.2	1.6E‐12	0.20	1.5E‐02	9.0/8.5	2.9E‐07	(Liu *et al*., 2017)
GRMZM2G154394	NA	S4_5399845 (T/C)	7.1/9.1	3.7E‐07	−0.22	1.7E‐02	8.9/8.4	1.3E‐06	(Li *et al*., 2013a)
GRMZM2G333875	Putative kinase	S6_88865767 (T/C)	8.6/14.1	7.7E‐08	0.17	2.1E‐02	8.7/9.3	1.0E‐08	(Li *et al*., 2013a)
GRMZM2G000481	Putative tRNA synthetase	S4_34371927 (G/A)	3.3/7.2	1.6E‐12	0.21	2.2E‐02	8.7/9.3	2.7E‐10	(Li *et al*., 2013a)
GRMZM2G069146	ereb115; AP2/EREBP transcription factor	S7_141174723 (G/C)	37.8/17.1	2.1E‐12	0.17	2.3E‐02	9.1/8.6	1.3E‐06	(Liu *et al*., 2017)
GRMZM2G551402	Putative ubiquitin protease	S4_201441462 (T/C)	14.0/16.1	1.2E‐04	0.16	2.3E‐02	8.6/9.1	8.9E‐08	(Wang *et al*., 2009; Li *et al*., 2013a)
GRMZM2G053083	NA	S7_147098815 (G/C)	37.3/57.3	5.2E‐14	−0.15	2.5E‐02	9.0/8.5	9.1E‐07	(Liu *et al*., 2017)
GRMZM2G104449	NA	S4_200716340 (C/T)	8.5/9.6	3.9E‐05	−0.19	2.8E‐02	8.7/9.1	9.4E‐07	(Wang *et al*., 2009; Li *et al*., 2013a)
GRMZM2G166873	bZIP transcription factor	S8_162663083 (T/G)	14.7/15.6	4.2E‐02	0.19	2.9E‐02	8.6/9.1	1.2E‐06	(Veldboom *et al*., 1994; Wang *et al*., 2009)
GRMZM2G034598	Beta‐hexosaminidase	S6_34455108 (C/G)	16.6/21.9	1.2E‐10	−0.19	3.1E‐02	9.0/8.5	4.2E‐08	(Li *et al*., 2013a)
GRMZM2G352607	Lipid‐binding protein	S9_44283747 (C/T)	7.7/5.7	3.3E‐11	−0.19	3.2E‐02	8.8/9.5	3.2E‐08	(Li *et al*., 2013a)
GRMZM2G070716	NADH‐ubiquinone oxidoreductase B16.6 subunit	S1_25369971 (G/A)	15.5/27.5	1.6E‐12	0.16	3.3E‐02	8.7/9.2	1.4E‐07	(Wang *et al*., 2009; Liu *et al*., 2017)
GRMZM2G157536	NA	S6_155435074 (C/G)	13.1/21.8	2.3E‐06	0.17	3.8E‐02	8.7/9.2	1.1E‐06	(Veldboom *et al*., 1994; Wang *et al*., 2009)
GRMZM2G102657	Glycosyltransferase‐related family protein	S9_132170051 (C/T)	1.4/8.4	1.6E‐12	0.19	4.1E‐02	8.7/9.3	1.6E‐07	(Chen *et al*., 2016)
GRMZM5G899300	bub3; Mitotic checkpoint	S9_20608662 (T/C)	42.4/50.2	5.0E‐08	0.15	4.4E‐02	8.7/9.1	9.8E‐07	(Liu *et al*., 2017)
GRMZM2G009045	NA	S7_125138530(C/A)	5.0/9.1	4.2E‐04	0.14	4.8E‐02	8.7/9.2	3.3E‐07	(Li *et al*., 2013a)
GRMZM2G172322	gsr1; Glutathione reductase	S1_12985707 (C/G)	10.3/13.8	1.8E‐12	−0.15	4.9E‐02	9.0/8.5	1.1E‐06	(Wang *et al*., 2009)

All of the SNP names begin with ‘S’ and then followed by the chromosome number and the genomic position (AGPv3) separated with ‘_’; A1 and A2 represent the two alleles of SNP.Cor, correlation; eQTL, expression quantitative trait loci; Exp, expression; GWAS, genome‐wide association studies; KL, kernel length; QTT, quantitative trait transcript; Ref., reference; SNP, single nucleotide polymorphism.

A Gene Ontology (GO) analysis of the 137 genes identified in our integrative eQTL, QTT and GWAS analysis indicated that cell‐cycle‐related processes were enriched among our putative kernel length‐related genes (*P *= 2.0E‐4; Figure S3). The top‐ranked kernel‐related transcript (from the QTT analysis) was GRMZM2G099074; the closest homolog (55% identity of protein sequences; E = 3.0E‐118) to this gene in Arabidopsis is *embryo defective 1379* (*AtEMB1379* or *AtNSE1*, AT5G21140), a gene with established functions in regulating the cell cycle at the G2/M stage and in endo‐reduplication (Li *et al*., 2017). The correlation between the expression of GRMZM2G099074 and kernel length was high (Spearman's *ρ* = 0.38, *P *< 3.5E‐12; Figure 2c). Moreover, a haplotype analysis based on the most strongly associated SNP in an eQTL region for GRMZM2G099074 defined two haplotypes, and there were obvious and significant differences in kernel length between these two haplotypes (Figure 2d).

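The expression level of GRMZM2G099074 was 4.79 ± 1.74 FPKM (SD, n = 282 inbred lines), with a range from 0.554 to 13.2 FPKM, and 4.83 ± 1.71 FPKM over all 318 lines. It was above 0 in each of the 282 lines and took 0.00100% of all counts, with at most 413 reads in a line. The paper's mean expression for the alleles of the most significant SNP, at position 2232760 of chromosome 10 (AGPv3), is 3.94 for the first allele and 5.74 for the second in Table S4, and the panel mean lay between them, at a place that corresponds to 52.6% of lines with the first allele if no genotype was missing (50.6% with the mean over all 318 lines). The distance between the paper's allele means is close to the SD across lines. Kernel length was not used here, so its correlation with this gene was not recomputed.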

Our identification of a strong association between GRMZM2G099074 and kernel length, as well as the over‐representation of cell cycle regulation‐related genes indicated that tight control of gene expression relating to cell cycle regulation during the early phase of kernel development may be critical in determining the eventual size of mature kernels. 

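The gene GRMZM2G112072, which putatively encodes the mitotic spindle checkpoint protein MAD2, had an expression level of 11.2 ± 6.72 FPKM (SD, n = 282 inbred lines, range 1.63 to 45.6). GRMZM2G138125, a predicted chromatin remodeling protein, had 11.3 ± 3.63 FPKM (range 2.53 to 25.6). With all 318 lines the values were 11.2 ± 6.81 and 11.3 ± 3.56 FPKM. MAD2 is itself among the genes of Table S4, where the paper's mean expression is 7.82 for the first and 16.1 for the second allele of a SNP at position 36988240 of chromosome 2 (AGPv3). Across the 282 lines, the expression levels of MAD2 and GRMZM2G138125, as log2(FPKM + 1), showed no correlation (Pearson's r = -0.00621, P = 0.917; Spearman's rho = -0.0189, P = 0.753; two-sided permutation tests). No other pair of named genes was tested on its own. Without the 2 lines farthest from the median of MAD2, r was -0.0414 (P = 0.489). Within name series, r was 0.0253 in 88 CIMBL lines, -0.0211 in 33 CML lines, 0.160 in 40 GEMS lines (P = 0.325, the smallest of these P-values) and -0.0296 in the 121 remaining lines. With all 318 lines r was -0.00515 (P = 0.925). The sign of r changed with counts scaled by the library total in place of FPKM (r = 0.0789, P = 0.186). The paper's association is between SNPs in the eQTL and the expression of GRMZM2G138125, and the genotypes were not used here.

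**Figure D3:**
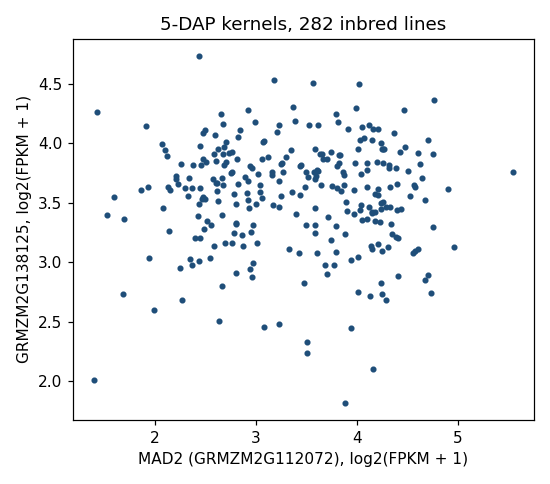
Expression level of GRMZM2G138125 (y-axis) against that of MAD2 (x-axis), both as log2(FPKM + 1), with 1 point for each of the 282 inbred lines. The points show no trend (Pearson's r = -0.00621).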

Supporting this idea, we found an eQTL overlapping a gene putatively encoding a mitotic spindle checkpoint protein *MAD2* (GRMZM2G112072) was associated with the expression of a predicted chromatin remodeling protein (GRMZM2G138125). The homolog of GRMZM2G138125 in rice is known to be essential for syncytial development at the early stages of endosperm development (Hara *et al*., 2015), strongly suggesting a similar role for this gene in maize kernel development.

### **Comparison of expression quantitative trait loci from 5 DAP and 15 DAP**

We next compared the eQTLs from 5 DAP with the eQTLs for 15 DAP. To maximize the comparability between the two eQTL datasets, all the eQTL regions identified from 5 DAP and 15 DAP were merged by retaining the maximum genomic region for any intersecting eQTLs (Figure 3a). We thus obtained 16 327 merged eQTL regions, with an average length of 4 418 bp and comprised of an average of 35 SNPs, that were associated with 18 377 and 18 872 genes for the 5‐DAP and 15‐DAP kernels, respectively (Table S5). Consistent with the data source for the SNPs (based on RNA expression), most of the merged eQTLs (71%) shared overlap with genic regions (39% in exons and 32% in introns), and 22% of these eQTLs shared overlap with UTR sequences [here defined as within 1 kb of the transcription start site (TSS) or termination site]; the remaining 7% eQTLs fell into intergenic regions (Figure 3b).

**Figure 3:**
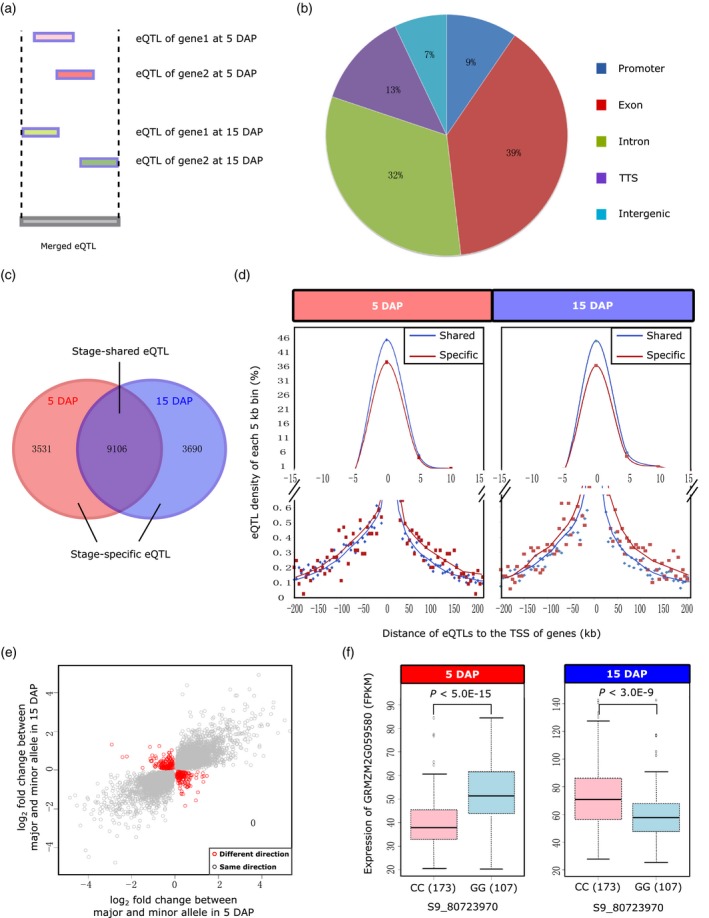
Integration and comparison of the expression quantitative trait loci (eQTLs) identified from 5 days after pollination (DAP) and 15 DAP maize kernels. (a) Schematic diagram showing the integration of the eQTL regions by retaining the maximum region for any intersecting eQTLs of the two stages. (b) The genomic distribution of the merged eQTL dataset. (c) Venn diagram to show the number of stage‐shared and stage‐specific eQTLs. (d) Positional distribution of the stage‐shared and stage‐specific eQTLs relative to the transcriptional start site (TSS) of their associated genes. The *x*‐axis shows the distance of eQTLs to the annotated TSS of their associated genes. The *y*‐axis represents the eQTL density per 5‐kb bin. Red dots and lines highlight the distribution pattern of stage‐specific eQTLs, and blue ones represent stage‐shared eQTLs. (e) The allelic effect of stage‐shared eQTLs. Each point represents an eQTL‐gene association that was significant in both stages. For each eQTL, the lead SNP with the most significant association was chosen as a representative example. The axes show the expression divergence (fold change) between the major and minor alleles of the associated genes at both stages. The eQTLs with inverse regulatory effects between the two stages are shown in red. (f) One eQTL example with allelic effect to its associated gene. The expression levels of the two alleles of GRMZM2G059580 are shown for both 5 DAP and 15 DAP, and inverse regulatory trends are presented with box plots.

In total, 9 106 eQTLs (accounting for 55.8% of the merged eQTL dataset) were commonly detected in developing kernels of both stages (‘stage‐shared’ eQTLs). There were also 3 531 ‘5 DAP‐specific’ eQTLs and 3 690 ‘15 DAP‐specific’ eQTLs (Figure 3c). Close inspection of the physical distribution of the stage‐shared versus the stage‐specific eQTLs revealed a fascinating trend: for a given gene with an associated eQTL, the distance to the associated gene's TSS was larger for the stage‐specific eQTLs than for the stage‐shared eQTLs (Figure 3d). A possible implication here is that the eQTLs that exert their regulatory function within a relatively narrower temporal/developmental window may be relatively more likely to use distant mechanisms. It will be interesting to examine the presence/absence of similar trends in other plant genomes as they undergo various developmental sequences. GO functional category analysis of genes associated with the 5‐DAP‐specific eQTLs were enriched for plant responses to stimulus, while the targets of 15‐DAP‐specific eQTLs were enriched for nutrient reservoir activity, a finding consistent with the known physiology of the grain filling occurring at 15 DAP. Targets of stage‐shared eQTLs were enriched for development‐related processes like multicellular organismal development, anatomical structure development and organelle organization (Figure S4).

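For the 324 genes of Table S6, the mean expression level at 5 DAP over the 282 inbred lines was set beside the paper's 5-DAP means of the lines with either allele. Within a tolerance of 1%, the panel mean lay between the paper's allele means in 324 of 324 genes, over the 282 and over all 318 lines. Without the tolerance it did so in 323 genes over the 282 lines, the exception being GRMZM2G163769 with a panel mean of 38.8 FPKM. In the 323 genes, and if no genotype was missing, its position would correspond to a share of lines with the first allele from 48.0 to 94.8% (median 69.2%). Since the allele means are averages over lines of this panel, a panel mean between them was nearly fixed in advance. This checks only that the values match the paper's and does not test an allele effect. The 15-DAP expression values were not analysed here.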

An analysis of the regulatory effects of stage‐shared eQTLs on individual target genes at 5 DAP versus 15 DAP indicated that 324 out of 9 106 stage‐shared eQTLs exhibited ‘inverse regulatory activities’ (Figure 3e). For instance, an eQTL with two alleles (‘CC’ or ‘GG’) was significantly associated with the expression of GRMZM2G059580 (a gene that encodes the elongation factor 1‐gamma) at both 5 DAP and 15 DAP, but the expression of this gene of each particular allele was inverted between the two developmental stages: lines with the ‘CC’ allele had relatively lower GRMZM2G059580 expression at 5 DAP, whereas lines with this same allele had relatively higher GRMZM2G059580 expression at 15 DAP (Figure 3f). 

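At 5 DAP, the expression level of GRMZM2G059580 was 44.3 ± 13.4 FPKM (SD, n = 282 inbred lines), with a range from 20.3 to 84.4 FPKM, and 44.2 ± 13.2 FPKM over all 318 lines. The most significant SNP lies at position 80723970 of chromosome 9 (AGPv3). The paper's 5-DAP means for its alleles in Table S6 are 39.2 for the first allele and 52.5 for the second, and the panel mean lay between them at a place that corresponds to 61.4% of lines with the first allele, missing genotypes aside (62.4% with the mean over all 318 lines). At 15 DAP, the paper's means are 75.4 for the first allele and 60.3 for the second.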

Similar phenomena have been reported in eQTL studies of humans for tissue‐specific inverse regulatory effects for a single allele (Fu *et al*., 2012). It is notable that the proportion of such eQTLs in humans was similar to what we observed in maize kernel development. When we closely examined the distance of these eQTLs to their associated genes, we found that fully 323 out of the 324 such eQTLs were local eQTLs (Table S6). Note that this is over‐represented relative to the distribution pattern of the whole set of the stage‐shared eQTLs, for which 51.1% of eQTLs were local (chi‐square test, *P *< 2.2E‐16). The observation of eQTLs with inverse effects at 5 DAP and 15 DAP may indicate the different regulatory mechanisms of gene expression under distinct developmental stages, but we cannot rule out the possibility that the inverse effects might be caused by expression change affected by different growth conditions when collecting samples for the two datasets.

### **Expression quantitative trait loci associated with multiple genes and a candidate** ^**epi**^ **eQTL for kernel traits**

In our study, about 90% of the eQTLs were associated with fewer than three targets (91.4% at 5 DAP and 90.1% at 15 DAP), and more than 50% eQTLs were associated with only one gene. 

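Whether genes assigned to the same eQTL varied together across the 282 inbred lines was examined for eQTLs with more than 3 target genes at 5 DAP. Of the 1083 such eQTLs of Table S7, 1082 were tested. The eQTL with the most targets, on chromosome 6 from 19367637 to 19373745 (AGPv3), was left out because its target list was read only in part (28 names). Expression levels were turned into rank-based normal scores, and the first 10 principal components of the genes with a median above 0 were removed. The mean absolute Pearson correlation over the pairs of targets was then compared with 1000 random gene sets of the same size, matched on mean expression. Its median over eQTLs was 0.133, against 0.0604 for the random sets. The targets were more correlated than the random sets for 870 of the 1082 eQTLs (80.4%; one-sided permutation P below 0.05 after Benjamini-Hochberg adjustment), and over all 318 lines for 878. The alternative that moved this number most was to remove no principal components, which left 47 eQTLs. Besides the leading pair, which are specific to 5 DAP, the highest mean absolute correlation was 0.534 for the 4 targets of the eQTL on chromosome 4 from 222770052 to 222776857, against 0.0554 ± 0.0172 (SD over random sets). Since the eQTLs were found in the same lines, these values are not independent evidence. Target genes were not separated by their distance from each other, because the annotation they were mapped on was not used here.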

We defined eQTLs associated with more than three targets as ‘multi‐target eQTLs’; at this threshold, 1 083 and 1 265 multi‐target eQTLs identified for 5 DAP and 15 DAP, respectively (Table S7). There were 53 and 79 stage‐specific multi‐target eQTLs for 5 DAP and 15 DAP, respectively (Tables S8 and S9). 

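The 53 eQTLs of Table S8, which are specific to 5 DAP, have 235 target genes and at most 8 targets each. All 235 targets had a population median above 0 FPKM, and 51 of them had a median of at most 1 FPKM. With 10 principal components removed, the targets of 43 of the 53 eQTLs (81.1%) were more correlated than random gene sets of the same size and mean expression. Over all 318 lines, 46 eQTLs passed, and with no components removed 8 passed. The mean absolute correlation was highest for the 4 targets of the eQTL on chromosome 7 from 89736479 to 89737681 (AGPv3), at 0.596 against 0.0582 ± 0.0186 (SD over random sets). The 7 targets of the eQTL on chromosome 4 from 31604382 to 31605545 had 0.584 against 0.0615 ± 0.0116, and the 5 targets of the eQTL on chromosome 1 from 7483618 to 7484160 had 0.520 against 0.0574 ± 0.0142. Each of these 3 had an adjusted P of 0.00183 (one-sided permutation test with random gene sets), from an unadjusted P of 0.001, the smallest that 1000 random sets can give.

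**Figure D4:**
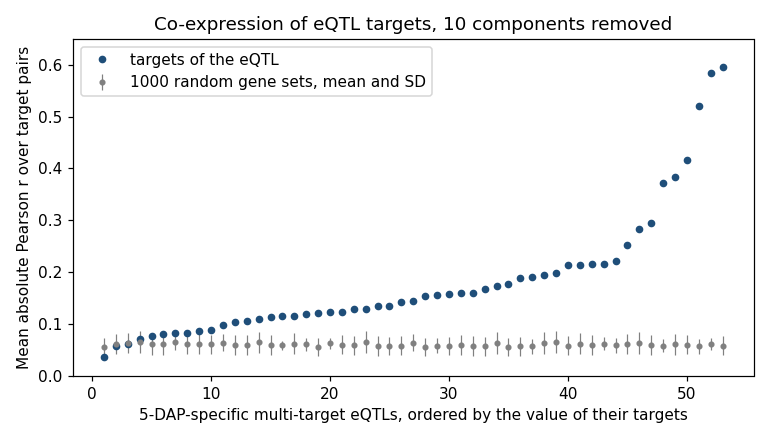
Mean absolute Pearson's r over the pairs of targets (y-axis) for each of the 53 multi-target eQTLs specific to 5 DAP, ordered along the x-axis by this value, in 282 inbred lines with 10 principal components removed. Dark points are the targets, grey points with bars are the mean and SD of 1000 random gene sets, and the targets reach 0.596 at the right.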

GO analysis showed that the target genes of the 5‐DAP‐specific multi‐target eQTLs were enriched for functions relating to response to abiotic stimulus as well as generation of precursor metabolites and energy (Table S10), while genes associated with the 15‐DAP‐specific multi‐target eQTLs were enriched for nutrient reservoir activity (Table S11).

We found one apparently extremely important multi‐target eQTL located on chromosome 7 (chr7:8310530…8315224) that is specific at 15 DAP and associated with 53 genes spread across all 10 chromosomes of the maize genome. This eQTL spans the GRMZM2G144726 locus, which is located within a previously reported QTL region for kernel weight (Figure 4a; Liu *et al*., 2017), and was highly expressed in endosperm, embryo and whole kernel during kernel development based on published expression atlas (Figure S5; Chen *et al*., 2014). Haplotype analysis based on the most significant SNP (S7_8311142) in this eQTL showed that there are two haplotypes for it in the association panel. There were significant differences in the kernel phenotypes: one of the two haplotypes had longer and thicker kernels and had higher 100 grain weights (‘large kernel haplotype’; Figure 4b). Among the 53 associated genes, 10 are genes for zein proteins, which are the most abundant storage proteins in the maize endosperm (Figure 4c; Thompson and Larkins, 1994). It was also highly notable that the *opaque‐2* gene (*O2*, GRMZM2G015534), the long‐studied and well‐known regulator of zein gene expression (Zhang *et al*., 2015), was among the 53 targets of this eQTL. Likewise, the basic helix‐loop‐helix (bHLH) gene *ZmICE1* (GRMZM2G173534)*—*which encodes a protein that strongly interacts with O11, a central regulator of endosperm development and nutrient metabolism that directly regulates the expression of *O2* on the upstream (Feng *et al*., 2018)—was also among the 53 associated genes. Beyond this, *ZmICE1*,* O2* as well as the 10 zein genes had significantly higher expression levels in the large kernel haplotype (Figure S6).

**Figure 4:**
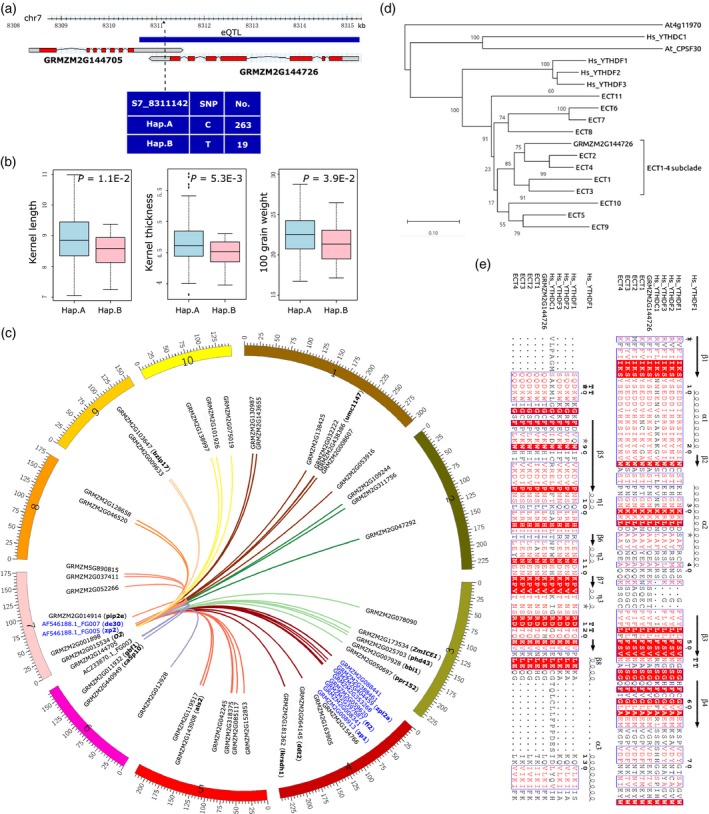
A proposed ^epi^eQTL associated with multiple genes at 15 days after pollination (DAP). (a) The genomic position of one 15‐DAP‐specific expression quantitative trait loci (eQTL; chr7: 8310530…8315224) associated with 53 genes. Information for the two haplotypes based on the most significantly associated single nucleotide polymorphism (SNP; S7_8311142) is highlighted. (b) The phenotypic divergence (*t*‐test) of the two haplotypes for kernel length, kernel thickness and 100 grain weight. The kernel phenotypic data were used from previous studies (Liu *et al*., 2016). (c) The genomic distribution of all the 53 target genes associated with this eQTL. Genes that are annotated as functional or putative zein genes are highlighted in blue. (d) The phylogenetic tree of GRMZM2G144726 with other YTH domain‐containing genes in both human and Arabidopsis. GRMZM2G144726 was grouped with ECT1‐4 as the ‘ECT1‐4‐subclade’. (e) Multiple sequence alignment of the YTH domain for the ECT1‐4‐subclade genes with the YTH‐domain‐containing genes in human. The boxes highlight the conserved regions among them; the amino acids with red background are highly conserved sites.

Fascinatingly, the GRMZM2G144726 locus covered by this eQTL encodes a homolog of the Arabidopsis *ECT2* gene (AT3G13460), which encodes a very recently characterized ‘reader’ protein for the epi‐transcriptomic mark N6‐methyladenosine (m^6^A; Arribas‐Hernández *et al*., 2018; Scutenaire *et al*., 2018; Wei *et al*., 2018; Figure 4d,e). For context, in a process conceptually similar to DNA methylation, m^6^A marks on mRNA can be dynamically written, erased and read, and these marks are known to affect gene regulation. ECT2 is one of the first reported m^6^A readers in Arabidopsis; it is a YTH‐domain family protein required for normal trichome (Arribas‐Hernández *et al*., 2018; Scutenaire *et al*., 2018; Wei *et al*., 2018) and leaf development (Arribas‐Hernández *et al*., 2018). It has been revealed that m^6^A in Arabidopsis mainly occurs in the RRACH motif (Shen *et al*., 2016), while a recent study found that ECT2 may bind m^6^A/RNA through a URUAY motif in Arabidopsis (Wei *et al*., 2018). Pursuing the idea that the eQTL overlapping the GRMZM2G144726 locus may relate to some epi‐transcriptomic mechanism controlling kernel development, we searched for both RRACH and URUAY motifs among the transcripts of the 53 target genes. We found that the enrichment of URUAY motif in the transcript regions was slightly significant in the 53 genes (79.2% versus 69.7% in background, *P *= 0.04) compared with that of RRACH motif (98.1% versus 99.2% in background, *P *= 0.29), although both motifs were found in high frequency of presence. We did not find significant enrichment in the 3’‐UTRs of their transcripts for both URUAY motif (*P *= 0.15) and RRACH motif (*P *= 0.15; Table S12). Further experiments are needed to determine the m^6^A motif in all the 53 genes that were significantly differentially expressed between the two haplotypes (Table S13).

The function of Arabidopsis ECT2 as an m^6^A reader depends on the presence of the YTH‐domain (Arribas‐Hernández *et al*., 2018; Scutenaire *et al*., 2018; Wei *et al*., 2018). To explore the possibility that the SNPs in the eQTL region overlapping GRMZM2G144726 locus may change the amino acid sequence of the YTH domain thereby affecting its function, we annotated all the 48 SNPs in this eQTL region and found only three of them located in the putative YTH domain of GRMZM2G144726 (Table S14). These three SNPs are under LD with the most significantly associated SNP (S7_8311142) of GRMZM2G144726 (Figure S7a). Two of them are synonymous variants, while the other one is a non‐synonymous variant, which leads to the change of Glu466 to Asp466, a non‐conserved amino acid of the YTH domain (Figure S7b,c; Arribas‐Hernández *et al*., 2018), suggesting that it is unlikely that these variants will change the m^6^A/RNA‐binding ability of the YTH domain of GRMZM2G144726. Given that GRMZM2G144726 was significantly differentially expressed in the two haplotypes (Table S13), we speculate that a yet unknown mechanism impacting the transcript levels of GRMZM2G144726 may exist to influence its function in kernel development in the population of inbred lines.

These data suggest that our quantitative genetics analysis has identified an ^epi^eQTL for a master epi‐transcriptomic regulator of kernel development (GRMZM2G144726, henceforth *ZmECT2*). The possibility that a major yield trait is regulated epi‐transcriptomically is an exciting idea, and our transcriptome analysis for the 5‐DAP and 15‐DAP kernels in the association panel lines can serve as the initial dataset for exploring these ideas. Nevertheless, experiments that specifically monitor the marked and unmarked forms of target transcripts will be needed to guide future investigations into (among other questions) the distribution of m^6^A‐binding motifs on target transcripts, the rate of target mRNA turnover, the cellular localization(s) and population(s) of marked versus unmarked target transcripts, and the effects of genetically manipulating *ZmECT2* on all of the aforementioned topics.

## Experimental Procedures

### **Plant germplasm, RNA preparation and Illumina sequencing**

The total number of lines used in the study of 5‐DAP maize kernels is 282, of which 268 were from the 368 inbred lines used in the previous 15‐DAP eQTL analyses (Yang *et al*., 2010; Fu *et al*., 2013) and the other 14 of which are newly added temperate inbred lines. All 282 of the lines were planted in Hainan province (China) in 2014 in one‐row plots using an incompletely randomized block design with three replicates, which is the same as previous 15‐DAP designs except that the planting location of 15‐DAP samples was Jingzhou, Hubei province (China) in 2010. Eight ears in each block were self‐pollinated, and 10–20 seeds from 3–4 ears in each block were collected at 5 DAP. The collected seeds of the three replications were mixed for extraction of total RNA. Total RNA was extracted using a RNAprep pure kit for plants (TIANGEN, Beijing, China) according to the product instruction. Total mRNA was accumulated using oligo(dT), and library construction for Illumina protocols was conducted using manufacturer‐specified methods (Illumina, San Diego, USA). Pair‐end sequencing with 125 bp was carried out for each sample using the Illumina HiSeq 2500 sequencing platform.

### Reads mapping

Sequenced reads were cleaned after removing adapters and low‐quality sequences, and reads greater than 50 bp were kept for further analysis. The cleaned reads were mapped to maize B73 AGPv3 reference genome using TopHat2 (Kim *et al*., 2013) with the following key parameters: ‘‐i 5 ‐I 60000 –library‐type fr‐unstranded ‐r 250 –mate‐std‐dev 60 –no‐novel‐juncs –microexon‐search’. The insertion size (−*r*) and standard deviation (–mate‐std‐dev) of paired reads were estimated using ‘CollectInsertSizeMetrics.jar’ plugin in Picard tools (http://picard.sourceforge.net). Only reads that could be uniquely mapped to the genome were retained for further analysis.

### Quantification of gene expression levels

Read counts for annotated genes (AGPv3, Ensembl release 27) were calculated using *GenomicFeatures* and *GenomicAlignments* packages (Lawrence *et al*., 2013). The *DESeq2* package (Love *et al*., 2014) was used to normalize the read counts among samples and to calculate the FPKM value of each gene. The genes with a population median expression level > 0 were kept for association analysis. To avoid effects from outliers and non‐normality of gene expression values when conducting the association analysis, the qqnorm function in R (Ihaka and Gentleman, 1996) was used to normalize the expression value of each gene.

### Single nucleotide polymorphism calling and imputation

GATK (version v3.6; McKenna *et al*., 2010) was applied for SNP calling. The parameters were set based on GATK best practices pipeline for RNA‐seq (DePristo *et al*., 2011; Van der Auwera *et al*., 2013). Briefly, SNPs were called separately for each sample by setting the minimum phred‐scaled confidence threshold for calling variants 20 (‐stand_call_conf 20) and then filtered based on Fisher strand bias < 30.0 and quality by depth > 2.0. Then the SNPs generating from different samples were merged and the missing information for some loci was recalled using HaplotypeCaller by adding the parameter ‘‐gt_mode GENOTYPE_GIVEN_ALLELES’. During the procedure of SNP calling, Picard tools were used to reorder and sort reads in mapping files, and mark duplicates. Known indel information for maize was downloaded from the Ensembl Plants website (http://ftp://ftp.ensemblgenomes.org/pub/plants/release-27/vcf/zea_mays/zea_mays.vcf.gz). SNPs with heterozygote rate > 10% or missing rate > 60% were filtered out before imputation. Heterozygous genotypes (0/1) were recorded and replaced as missing (./.). The MAF of each SNP was then calculated, and those with MAF < 2% were also discarded.

BEAGLE v4.1 (Browning and Browning, 2016) was used to impute missing genotypes because of its good performance under high levels of missing rate for low‐coverage sequencing data (Pasaniuc *et al*., 2012; Swarts *et al*., 2014). We applied BEAGLE with the strategy suggested in the CONVERGE studies (CONVERGE consortium, 2015), which was found to have superior imputation accuracy relative to other approaches (Davies *et al*., 2016). We first imputed all sites without a reference panel and then imputed with a reference panel (Bukowski *et al*., 2018). The two sets of imputation results were merged by replacing the former with the latter if extant. Heterozygous genotypes after imputation and the imputed genotypes, which had been recorded as heterozygous sites in the SNP calling procedures, were both masked as missing (./.).

The genotypes called in the present study were compared with those called from the maize 15‐DAP study (Fu *et al*., 2013). A concordance rate was calculated based on the SNPs from the same maize inbred lines. The SNPs of two datasets were merged for further analysis. For overlapped SNP loci, the genotypes called from the present study (5 DAP) were retained. The *VariantAnnotation* package (Obenchain *et al*., 2014) was used to annotate SNPs and categorize them into five regions (5’‐UTR, CDS, Intron, 3’‐UTR and Intergenic region) according to their genomic locations. The *GenomicFeatures* package (Lawrence *et al*., 2013) was used to read the ‘gtf’ format file for gene annotation.

### Population structure, kinship estimations and hidden factor analysis for gene expression profiles

Before association analysis, principal components and kinship matrices were calculated based on 236 205 SNPs for which there were none missing and which had a MAF > 0.05 using TASSEL v5 (Bradbury *et al*., 2007). The top three principal components were used as population structure, and the ‘Normalized_IBS’ method was used during the kinship estimation.

The hidden factors of gene expression variability were analyzed using PEER (Stegle *et al*., 2010), which uses a Bayesian framework to account for complex non‐genetic factors. The top three principal components (population structure) were used as covariates into the model during analysis. We used the prior parameters *a*_α _= 10^−7 ^G and *b*_α _= 10^−1 ^G in the noise precision distribution, where *G* is the total number of genes. Finally, 10 PEER hidden factors were included in the following association analyses to increase power and interpretability.

### Association analysis and identification of expression quantitative trait loci

The association analyses between SNPs and gene expression levels were conducted using a MLM implemented in TASSEL v5 (Bradbury *et al*., 2007). The top three principal components and 10 hidden factors were used as covariates, and the kinship matrix was used as the variance‐covariance matrix of the random effects. A BH method was applied to control FDR at level *α* = 0.05. The method to identify eQTLs was similar to the previous study (Fu *et al*., 2013). Adjacent SNPs with distance less than 5 kb were grouped as a cluster, and the clusters with at least three significant SNPs were considered as candidate eQTLs. If two candidate eQTLs of a single gene were under LD (*r* ^2 ^> 0.1), the less significant eQTL was dropped. If two candidate eQTLs had the same eQTL association significance (*P*‐value), the eQTL with the less joint effect was removed.

### Identification and display of multi‐target expression quantitative trait loci

For each eQTL region, we calculated the number of its targets at both developmental stages. The eQTLs were defined as multi‐target eQTLs if they were associated with more than three genes at either 5 or 15 DAP. The links between the eQTL and their targets were visualized using Circos software (Krzywinski *et al*., 2009).

### Association analysis for kernel length

Association analysis for kernel length was also conducted using TASSEL v5 (Bradbury *et al*., 2007). For the MLM, the top three principal components were used as covariates, and the kinship matrix was used as the variance‐covariance matrix of the random effects. For the GLM, no covariates or random effects were included.

### Linear regression model for detection of quantitative trait transcripts in kernel length

We used the following linear regression model to identify genes correlated with kernel length:

$$E_{\mathrm{ij}}=u_{j}+\alpha_{j}{\text{KL}}_{i}+\sum_{k=1}^{3}\beta_{\mathrm{jk}}{\text{PC}}_{\mathrm{ik}}+\sum_{k=1}^{N}\gamma_{\mathrm{jk}}{\text{HF}}_{\mathrm{ik}}+\delta_{\mathrm{ij}}$$

where, *E*_*ij*_ is the expression level of gene *j* in inbred line *i*,* u*_*j*_ is the regression intercept, KL_*i*_ denotes the kernel length of inbred line *i*, PC_*ik*_ (1≤ *k *≤ 3) presents the value of the *k*‐th principal component value of the genotype for inbred line *i*, HF_*ik*_ (1≤ *k *≤ *N*) denotes the value of the *k*‐th hidden factor of gene expression profile for inbred line *i*,* N* is the top hidden factors under consideration, δ_*ij*_ is the error term, and, α_*j*_, β_*jk*_, γ_*jk*_, are the regression coefficients for kernel length, the *k*‐th principal component, and the *k*‐th hidden factor, respectively. In the model, we considered the top two hidden factors, which had broad effects on gene expression variation in the population. For each gene, if α_*j*_ was significantly deviated from 0, gene *j* was considered to be related to kernel length. We used *P *< 0.05 as a cut‐off, and defined that gene *j* was upregulated with the phenotype if α_*j*_ > 0 and downregulated if α_*j*_ < 0.

### Gene ontology enrichment analysis

The GO enrichment analysis for genes was carried out using the online toolkit agriGO (Du *et al*., 2010). The minimum number of mapping entries was set to 5, and Fisher's exact tests were used to examine the significance of accumulation against the background of the corresponding whole genome (AGPv3, Ensembl release 30). The *P*‐values were then adjusted using a Benjamini–Yekutieli method (FDR < 0.05).

### Motif enrichment analysis

To search the distribution of motifs on the full sequence of mRNAs or 3’‐UTR regions, regular expressions in the Perl programming language were used to match the published motifs on the cDNA sequences. The regular expression of RRACH motif is [GA][GA]AC[TAC], while the regular expression of URUAY is T[GA]TA[TA]. If one gene has multiple transcripts, we define a motif in its mRNA/3’‐UTR when any transcript of this gene contains a motif in its mRNA/3’‐UTR. After counting the number of genes containing motifs, the hypergeometric function was used to calculate the statistical significance of motif enrichment.

## Accession numbers

The RNA sequencing data for the 282 maize inbred lines in 5‐DAP kernels have been submitted to the NCBI Sequence Read Archive (SRA; http://www.ncbi.nlm.nih.gov/sra/) with the BioProject ID PRJNA413629 or study accession ID SRP119998. The processed gene expression abundance data, including reads counts as well as FPKM values, could be accessed through NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) with the series entry GSE110315. The SNP dataset was submitted to the European Variation Archive (EVA; https://www.ebi.ac.uk/eva) with the accession number as PRJEB24974. All the procedures and scripts for reads mapping, gene expression analysis and SNP calling can be found in the following website: https://github.com/Pang-Junling/maize-5DAP-eQTL.

## Author contributions

JZ, GW and YF designed and supervised the project. JP, JF and NZ contributed equally to this paper as first authors. NZ, DS, JW and HZ prepared the materials and performed the experiments. JP, JF, CH and TF performed the data analysis. JP, JF, NZ and XZ prepared the manuscript. JZ and GW contributed to the revision of the manuscript. All authors read and approved the final manuscript.

## Conflict of interest

The authors declare that they have no conflict of interests.

## Supporting information

**Figure S1.** Statistics of the 914 330 SNPs combined from data of both 5‐DAP and 15‐DAP maize kernels. Click here for additional data file.

**Figure S2.** QQ‐plot for the GWAS results of kernel length using MLM. Click here for additional data file.

**Figure S3.** GO analysis for the 137 genes that associated with kernel length. Click here for additional data file.

**Figure S4.** GO analysis for the targets of stage‐shared and stage‐specific eQTLs. Click here for additional data file.

**Figure S5.** The expression levels of GRMZM2G144726 in different tissues of maize based on published data. Click here for additional data file.

**Figure S6.** The differential expression of *ZmICE1*,* O2* as well as the 10 zein genes in the two haplotypes defined by the ^epi^eQTL. Click here for additional data file.

**Figure S7.** Display of the SNPs in the eQTL region overlapping GRMZM2G144726 locus and their relationship to the putative YTH domain of GRMZM2G144726. Click here for additional data file.

**Table S1.** The mapping statistics of the RNA sequencing data from 282 samples Click here for additional data file.

**Table S2.** The correlation between the average gene expression levels in the association population with individual expression levels in each inbred lines of the top 1000 genes highly expressed Click here for additional data file.

**Table S3.** The 22 966 eQTLs for 18 377 genes in 5‐DAP maize kernels Click here for additional data file.

**Table S4.** List of kernel length related genes at 5 DAP Click here for additional data file.

**Table S5.** List of the merged eQTL regions and their corresponding targets at both 5 DAP and 15 DAP Click here for additional data file.

**Table S6.** The 324 genes associated with eQTLs with inverse regulatory effects Click here for additional data file.

**Table S7.** List of the multi‐target eQTLs at both 5 DAP and 15 DAP Click here for additional data file.

**Table S8.** List of the 53 5‐DAP‐specific multi‐target eQTLs Click here for additional data file.

**Table S9.** List of the 79 15‐DAP‐specific multi‐target eQTLs Click here for additional data file.

**Table S10.** GO analysis of the genes associated with 5‐DAP‐specific multi‐target eQTL Click here for additional data file.

**Table S11.** GO analysis of the genes associated with 15‐DAP‐specific multi‐target eQTL Click here for additional data file.

**Table S12.** The statistics of the ‘URUAY’ and ‘RRACH’ motifs on transcripts of the targets of GRMZM2G144726 Click here for additional data file.

**Table S13.** Differential expression of GRMZM2G144726 and its 53 target genes in 15‐DAP kernels between the two haplotypes of GRMZM2G144726 Click here for additional data file.

**Table S14.** Annotation of the SNPs in the eQTL region overlapping GRMZM2G144726 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Kernel size‐related genes revealed by an integrated eQTL analysis during early maize kernel development
**Source:** Plant J. 2019 Jan 25;98(1):19–32. doi: 10.1111/tpj.14193
**Supplement:** Supplementary file 1 — Figure S1. Statistics of the 914 330 SNPs combined from data of both 5‐DAP and 15‐DAP maize kernels.

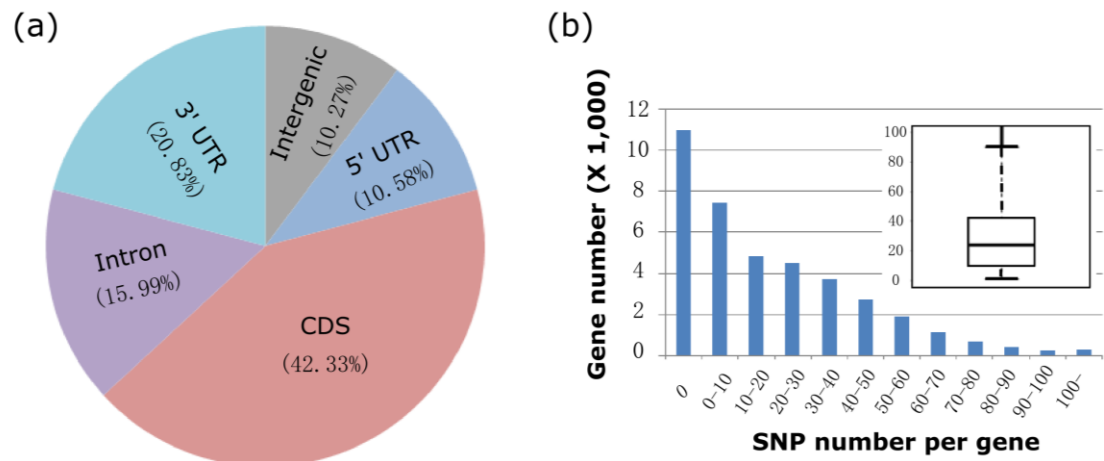

**Figure S1. Statistics of the 914,330 SNPs combined from data of both 5 DAP and 15 DAP maize kernels.** (a) The genomic distributions of the SNPs. (b) The number of SNPs located on each gene locus.

# Supplementary material for: Kernel size‐related genes revealed by an integrated eQTL analysis during early maize kernel development
**Source:** Plant J. 2019 Jan 25;98(1):19–32. doi: 10.1111/tpj.14193
**Supplement:** Supplementary file 2 — Figure S2. QQ‐plot for the GWAS results of kernel length using MLM.

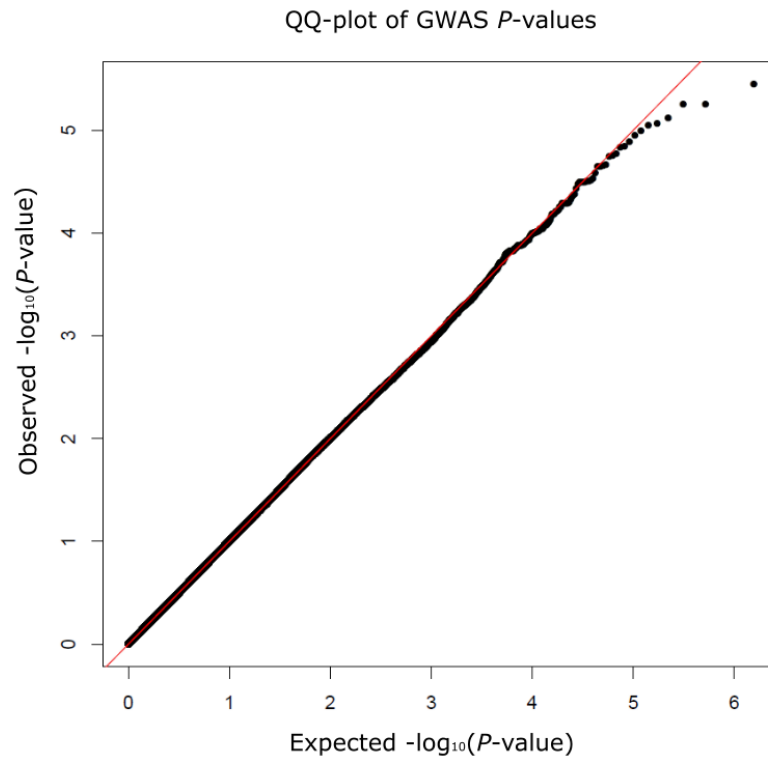

**Figure S2. QQ-plot for the GWAS results of kernel length using MLM.** The expected and observed  $P$ -values for each SNPs in the association analysis were shown in x-axis and y-axis, respectively. The red line shows the condition  $y=x$ .

# Supplementary material for: Kernel size‐related genes revealed by an integrated eQTL analysis during early maize kernel development
**Source:** Plant J. 2019 Jan 25;98(1):19–32. doi: 10.1111/tpj.14193
**Supplement:** Supplementary file 3 — Figure S3. GO analysis for the 137 genes that associated with kernel length.

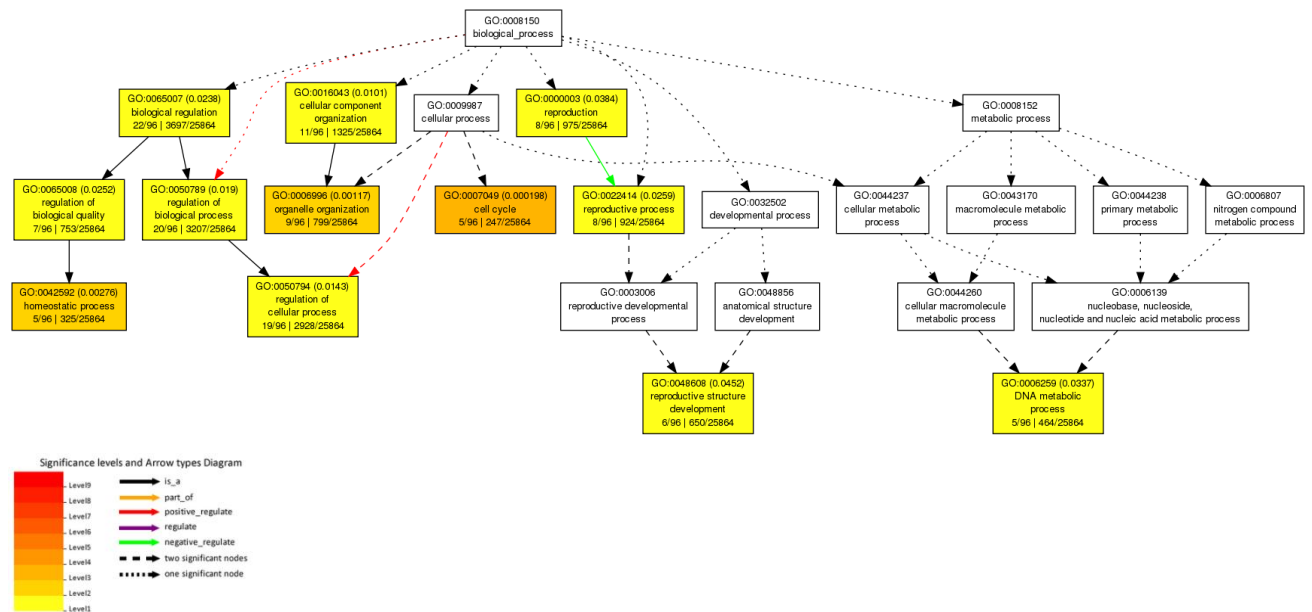

**Figure S3. GO analysis for the 137 genes that associated with kernel length.** *P*-value for each significant item is shown in the parentheses.

# Supplementary material for: Kernel size‐related genes revealed by an integrated eQTL analysis during early maize kernel development
**Source:** Plant J. 2019 Jan 25;98(1):19–32. doi: 10.1111/tpj.14193
**Supplement:** Supplementary file 4 — Figure S4. GO analysis for the targets of stage‐shared and stage‐specific eQTLs.

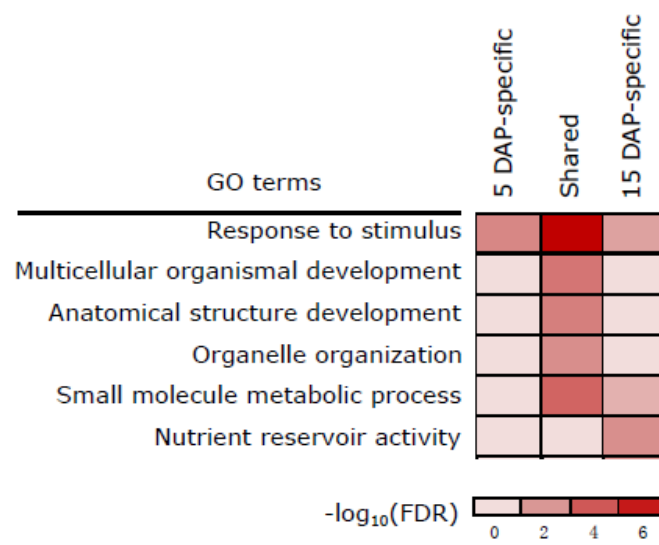

**Figure S4. GO analysis for the targets of stage-shared and stage-specific eQTLs.** The significance of accumulation was shown in colors.

# Supplementary material for: Kernel size‐related genes revealed by an integrated eQTL analysis during early maize kernel development
**Source:** Plant J. 2019 Jan 25;98(1):19–32. doi: 10.1111/tpj.14193
**Supplement:** Supplementary file 5 — Figure S5. The expression levels of GRMZM2G144726 in different tissues of maize based on published data.

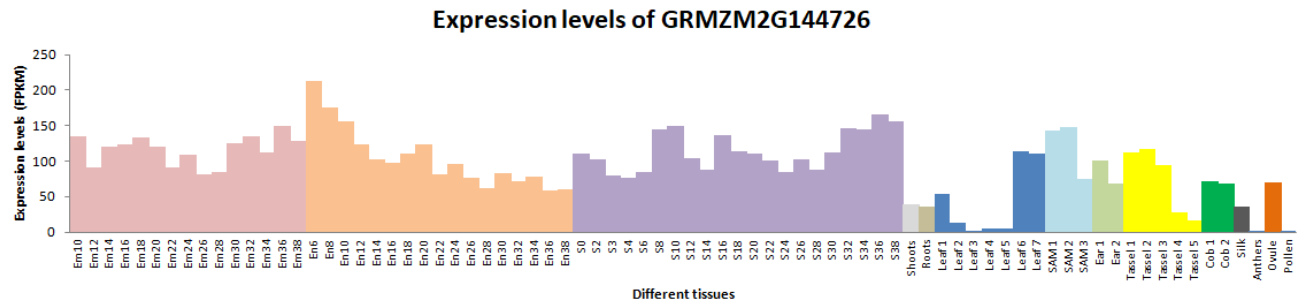

**Figure S5. The expression levels of GRMZM2G144726 in different tissues of maize based on published data.** The expression data was accessed through previous results (Chen et al., 2014). Em: embro; En: endosperm; S: whole seed; SAM: shoot apical meristem.

# Supplementary material for: Kernel size‐related genes revealed by an integrated eQTL analysis during early maize kernel development
**Source:** Plant J. 2019 Jan 25;98(1):19–32. doi: 10.1111/tpj.14193
**Supplement:** Supplementary file 6 — Figure S6. The differential expression of ZmICE1, O2 as well as the 10 zein genes in the two haplotypes defined by the epieQTL.

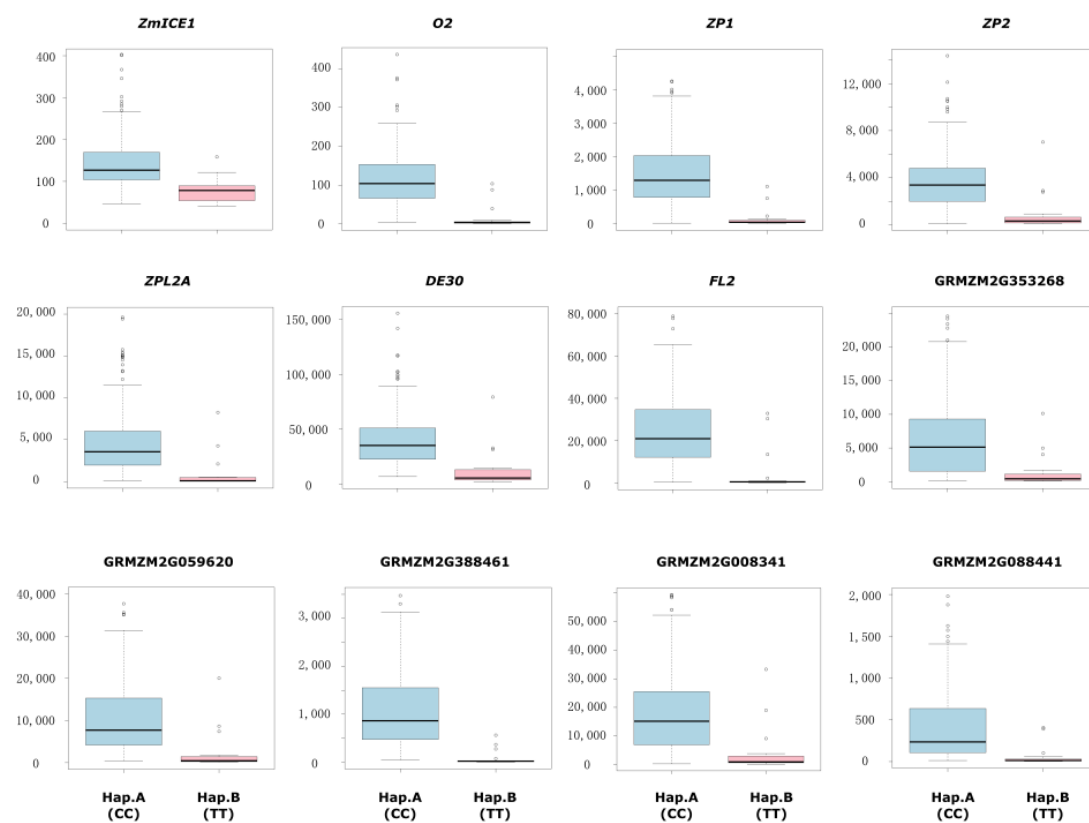

**Figure S6.** The differential expression of *ZmICE1*, *O2* as well as the 10 zein genes in the two haplotypes defined by the <sup>epi</sup>eQTL. The haplotype A (Hap.A) is the large kernel haplotype, while haplotype B (Hap.B) corresponds to relative small kernels in the population.

# Supplementary material for: Kernel size‐related genes revealed by an integrated eQTL analysis during early maize kernel development
**Source:** Plant J. 2019 Jan 25;98(1):19–32. doi: 10.1111/tpj.14193
**Supplement:** Supplementary file 7 — Figure S7. Display of the SNPs in the eQTL region overlapping GRMZM2G144726 locus and their relationship to the putative YTH domain of GRMZM2G144726.

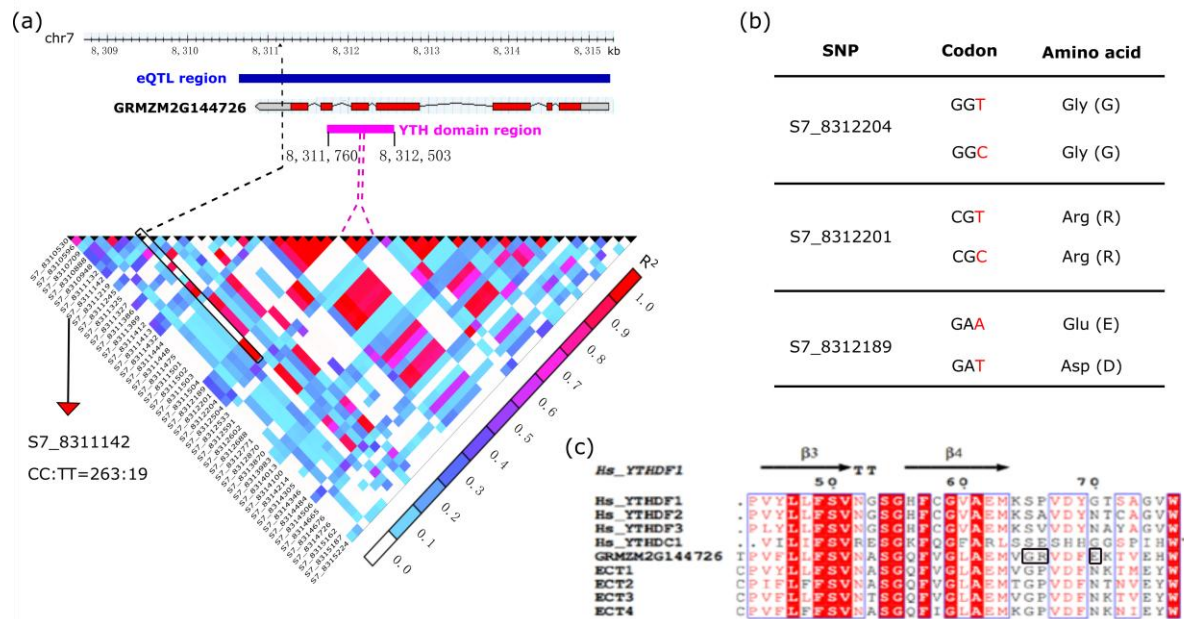

**Figure S7. Display of the SNPs in the eQTL region overlapping GRMZM2G144726 locus and their relationship to the putative YTH domain of GRMZM2G144726.** (a) The genomic position of the YTH domain of GRMZM2G144726 as well as the SNPs in the eQTL region. Four SNPs are highlighted with lines, among which the most significantly associated SNP (S7\_8311142) was located in the 3' UTR of GRMZM2G144726 and the other three (S7\_8312189, S7\_8312201 and S7\_8312204) locate in the putative YTH domain region. The four SNPs are with high LD, which highlighted in a black box. (b) The detailed information of the three SNPs in the YTH domain. The red color highlights the substitution of the SNPs in codons of the three amino acids showed in the right-most column. (c) The positions in the YTH domain of the three amino acids showed in (b), which are highlight with black boxes. The conserved amino acids were marked with red.

# Supplementary material for: Kernel size‐related genes revealed by an integrated eQTL analysis during early maize kernel development
**Source:** Plant J. 2019 Jan 25;98(1):19–32. doi: 10.1111/tpj.14193
**Supplement:** Supplementary file 22

**Figure S1. Statistics of the 914,330 SNPs combined from data of both 5 DAP and 15 DAP maize kernels.** (a) The genomic distributions of the SNPs. (b) The number of SNPs located on each gene locus.

**Figure S2. QQ-plot for the GWAS results of kernel length using MLM.** The expected and observed *P*-values for each SNPs in the association analysis were shown in x-axis and y-axis, respectively. The red line shows the condition y=x.

**Figure S3. GO analysis for the 137 genes that associated with kernel length.** *P*-value for each significant item is shown in the parentheses.

**Figure S4. GO analysis for the targets of stage-shared and stage-specific eQTLs.** The significance of accumulation was shown in colors.

**Figure S5. The expression levels of GRMZM2G144726 in different tissues of maize based on published data.** The expression data was accessed through previous results (Chen et al., 2014). Em: embro; En: endosperm; S: whole seed; SAM: shoot apical meristem.

**Figure S6. The differential expression of *ZmICE1*, *O2* as well as the 10 zein genes in the two haplotypes defined by the epieQTL.** The haplotype A (Hap.A) is the large kernel haplotype, while haplotype B (Hap.B) corresponds to relative small kernels in the population.

**Figure S7. Display of the SNPs in the eQTL region overlapping GRMZM2G144726 locus and their relationship to the putative YTH domain of GRMZM2G144726.** (a) The genomic position of the YTH domain of GRMZM2G144726 as well as the SNPs in the eQTL region. Four SNPs are highlighted with lines, among which the most significantly associated SNP (S7_8311142) was located in the 3 UTR of GRMZM2G144726 and the other three (S7_8312189, S7_8312201 and S7_8312204) locate in the putative YTH domain region. The four SNPs are with high LD, which highlighted in a black box. (b) The detailed information of the three SNPs in the YTH domain. The red color highlights the substitution of the SNPs in codons of the three amino acids showed in the right-most column. (c) The positions in the YTH domain of the three amino acids showed in (b), which are highlight with black boxes. The conserved amino acids were marked with red.

**Table S1.** The mapping statistics of the RNA sequencing data from 282 samples.

**Table S2.** The correlation between the average gene expression levels in the association population with individual expression levels in each inbred lines of the top 1,000 genes highly expressed.

**Table S3.** The 22,966 eQTLs for 18,377 genes in 5-DAP maize kernels.

**Table S4.** List of kernel length related genes at 5 DAP.

**Table S5.** List of the merged eQTL regions and their corresponding targets at both 5 DAP and 15 DAP.

**Table S6.** The 324 genes associated with eQTLs with inverse regulatory effects.

**Table S7.** List of the multi-target eQTLs at both 5 DAP and 15 DAP.

**Table S8.** List of the 53 5-DAP-specific multi-target eQTLs.

**Table S9.** List of the 79 15-DAP-specific multi-target eQTLs.

**Table S10.** GO analysis of the genes associated with 5-DAP-specific multi-target eQTL.

**Table S11.** GO analysis of the genes associated with 15-DAP-specific multi-target eQTL.

**Table S12.** The statistics of the "URUAY" and "RRACH" motifs on transcripts of the targets of GRMZM2G144726.

**Table S13.** Differential expression of GRMZM2G144726 and its 53 target genes in 15-DAP kernels between the two haplotypes of GRMZM2G144726.

**Table S14.** Annotation of the SNPs in the eQTL region overlapping GRMZM2G144726.

How the deposited data were processed for this re-analysis (not part of the article)

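Gene expression was measured by RNA-seq in kernels of 318 maize inbred lines at 5 DAP, with 1 library per line from seeds of 3 field blocks mixed before RNA extraction. The libraries were grouped by whether the line is listed in Table S1 (282 lines) or not (36 lines). There is 1 condition and no replicate library, so no differential expression between conditions was tested, and an SD given with a mean is the spread across inbred lines.

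The counts deposited by the authors are whole-number counts per gene, without normalization: reads were cleaned, mapped to B73 AGPv3 with TopHat2, restricted to unique alignments and counted on the annotated genes with GenomicFeatures and GenomicAlignments, with no versions stated. The FPKM deposited by the authors were made from these counts with DESeq2. All 318 libraries entered the size factors, as was checked on the values. Because unique alignments were kept, genes with near-identical copies can be undercounted. The median total was 13670004 counts over the 282 lines, and the precision of a low value is limited by counting error, for example for genes with fewer than 10 reads in a line. No column of the tables was left unused.

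From these values, the developmental consistency of each line was computed as Pearson's r of its FPKM with the mean over the 282 lines for the 1000 genes with the highest mean. Population medians were computed per gene. Panel means were compared with the paper's allele means in Tables S4 and S6. ZAG2 was compared between the 6 lines whose haplotype Figure 1e gives by an exact permutation test. Correlations across lines were tested with 100000 permutations, two-sided, and repeated without the 2 lines farthest from the median and within name series of at least 6 lines. Co-expression of the targets of an eQTL was tested against 1000 random gene sets (10000 for ZmECT2) drawn from 20 bins of mean expression, one-sided. Benjamini-Hochberg adjustment was made over the eQTLs of each group separately, with a threshold of 0.05. Before this test, FPKM were turned into normal scores, and the first 10 principal components of 27262 genes were removed in place of the covariates of the association model. On counts simulated for these 27262 genes and 282 lines, 200 of 200 sets of 5 genes that shared a simulated allele effect (0.5 on the natural log scale) were recovered, and 5 of 200 sets without one were called. The simulation had 10 hidden factors, as many as the components removed, equally frequent alleles and no relatedness between lines. Recovery and false calls in the real data can therefore differ from these. Lines were compared with each other by Pearson's r of log2(FPKM + 1) over the 1000 most variable genes with a median above 1 FPKM, and pairs of lines by the squared standardized difference of their counts over genes with at least 20 counts in the pair. Motif counts of Table S12 were tested with the hypergeometric distribution.

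The tests, the lines that enter them and the alternatives were set before the data were examined, when the paper and its supplementary tables had been read, apart from those named as chosen later in the closing section. For the motif counts, which come from Table S12 alone, the counts and the paper's P-values had been seen when the test and its alternative were chosen. The alternatives were other sets of lines, log scales with pseudocounts 1 and 0.1, rank correlations, 500 or 2000 in place of 1000 genes, the 10 highest genes left out, counts scaled by the library total alone, FPKM recomputed with edgeR's TMM library sizes, 0 or 2 principal components, a filter on low values, and unmatched random sets. Genes named in the text are those that the paper names by identifier, the 5 genes of Table S4 with the smallest QTT P-value, up to 3 genes outside their allele means, the eQTL with the most targets and the 3 eQTLs with the highest correlation in Tables S7 and S8, and the 3 genes with the highest mean FPKM. Lines named are the 6 of Figure 1e, the 36 not listed and the 5 with the lowest r. Others are marked as chosen after their values were seen. The rule also covered zein genes that a table pairs with a name, and none of these is reported.

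Association mapping, QTT analysis and GWAS were not repeated, since genotypes and kernel length were not used here. The 15-DAP expression data were not analysed here. Tables S3 and S5 were not used. The target list of the eQTL with the most targets at 5 DAP, in Table S7, was read only in part and entered no set test. The 53 targets of the eQTL at ZmECT2 were taken from Table S13. A RefSeq gene table of the assembly Zm-B73-REFERENCE-NAM-5.0, which is not AGPv3, matched 19059 of the 39625 gene identifiers and was used only to count matches. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.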

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

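The comparison of nearest lines between listed and unlisted lines, its test against library totals, its test by permuting the listing, and the count comparison of ZHENG58 with line 177, odd and even counts included, were chosen only after the result was seen, while the permutation within name series was written down before its result.

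The 36 inbred lines that the paper does not report on resembled another line of the panel more than the 282 listed lines did. For each line, the nearest line was the one with the highest Pearson's r of log2(FPKM + 1) over the 1000 most variable genes. The median r with the nearest line was 0.823 for the 36 lines and 0.718 for the 282 lines (two-sided permutation of the listing, P = 1e-05, the smallest that 100000 permutations can give), which argues against a chance choice of lines. When the nearest line was sought among the 282 listed lines only, the medians were 0.773 and 0.704 (P = 0.00033). An r of at least 0.9 with the nearest line was found in 9 of the 36 and in 17 of the 282 lines, and 9 of the 15 most similar pairs included an unlisted line, whereas 21.4% of all pairs do. The difference in medians was past the threshold in each of the alternatives run, from 0.0199 with all genes with a median above 1 FPKM to 0.255 with 10 principal components removed. Library depth is argued against, since r with the nearest line did not follow the total count over the 318 lines (Pearson's r = -0.033, P = 0.557; Spearman's rho = 0.0166) and the totals of the 2 sets did not differ (P = 0.91). A different mix of name series is argued against as the whole cause, since P was 1e-05 with the listing permuted within name series, where the lines outside the named series were taken as a group of their own. What stays open is that the authors may have left out lines whose genotype or expression resembled another line, that some libraries or seed lots may carry another line's name, and that the unlisted lines may simply be closer relatives of listed ones. Genotypes, which would separate these, were not used here, and no biological explanation was tested. With this grouping by name, the nearest line shared the group in 15 of 36 unlisted (41.67%) and 195 of 282 listed lines (69.15%). These shares differed (Fisher's exact test, P = 0.00231), but alone they do not decide between the explanations left open.

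The closest pair was line 177, which is not listed, and ZHENG58, which is, with r = 0.991, against a median of 0.536 over all 50403 pairs. Columns drawn from the same library, differing by sampling noise alone, would have a median squared standardized difference in counts near 0.455 over genes. A library of ZHENG58 simulated as drawn repeatedly gave 0.439 to 0.471. The observed median was 0.948 over 22473 genes, which argues against a single library whose columns differ by sampling noise alone. A single library sequenced again, with variation beyond that noise, was not simulated and stays open. Counting both reads of a pair would widen the noise, but even counts would then prevail. A count of 1 was found in 1631 genes and a count of 2 in 899 genes of line 177 (1526 and 903 in ZHENG58), and 52.5% of its counts above 0 were odd. The median lay, however, far below the 6.32 to 37.9 of 300 random pairs (median 17.5). The next lowest value among the 15 most similar pairs was 1.62 for CIMBL47 and CML298, both unlisted, with r = 0.926. Separate libraries from the same seed lot, near-identical lines and a mislabelled sample remain open for these pairs, which were named after their values were seen. Since ZHENG58 is a single line among the 282, the panel values at the claims rest on it by no more than 1 line.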

How the results depend on the processing

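The rounding of r, the readings of the log scale with genes ranked or averaged on it, and the recomputed means of named genes were chosen only after the results were seen, and both tests of the motif counts after the counts and the paper's P-values of Table S12 had been seen.

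The classes of developmental consistency depended on the scale. On FPKM, 64.2% of the lines were at or above 0.8, 90 lines from 0.6 to 0.8 and 11 below 0.6. These 3 classes held 3, 262 and 17 lines with log2(FPKM + 1), 2, 258 and 22 with log2(FPKM + 0.1), and 17, 240 and 25 with Spearman's correlation. With log2(FPKM + 1), they were 65, 203 and 14 if the genes were also ranked on that scale, and 9, 224 and 49 against the log2 of the mean FPKM. Leaving out the 10 highest genes gave 120, 152 and 10. The lowest class alone moved by over 1.5 times with 500 genes (19 lines), 2000 genes (4 lines) and counts scaled by library total (2 lines). The mean over 318 lines, the mean without the line itself and rounding to 2 decimals left the upper class between 179 (63.5%) and 185 lines (65.6%). The cause was not tested.

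The difference in r between unlisted and listed lines kept its sign in its 3 alternatives, and its P stayed above the threshold of 0.05. The difference in medians was 0.0112 with log2(FPKM + 1) and 0.00335 with Spearman's correlation, and the difference in means was 0.0236. The relations of r with the total count and with the share of the 10 highest genes kept their direction in the 3 alternatives of each. They also kept their side of the threshold. On the log2(FPKM + 1) scale, the relation with that share was weaker, with a Pearson's r of 0.280 in place of 0.523. With the 2 lines farthest from the median total also left out, r with the total count passed the threshold on the log2(FPKM + 1) scale (Pearson's r = -0.119, P = 0.0486), again as a negative relation. The relation of r with the stage score, 0.019, was not distinguishable from 0 in any setting, and its sign reversed to -0.054 with log2(FPKM + 1) (P = 0.366), -0.0116 with Spearman's correlation (P = 0.848) and -0.0125 with only Table S6 genes with means of at least 5 (P = 0.834). The correlation of MAD2 and GRMZM2G138125 was likewise near 0, and its sign reversed to 0.019 with 10 principal components removed (P = 0.749) and to 0.0789 with counts scaled by library total (P = 0.186). The cause was not tested.

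The numbers of genes with a median above 0 or above 1, of Table S4 genes with a median above 1, and of panel means between the paper's allele means stayed within 1.5 times under each alternative run. The difference between the ZAG2 haplotypes was positive in each alternative, from 216 to 273 FPKM across the 6 fits that each left out one line. With 3 lines against 3, its P cannot go below 0.1, so no alternative can bring it under the threshold. The 30 recomputed means of named genes all moved by less than the SD across lines.

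Co-expression of eQTL targets depended on the number of principal components removed. With 10 removed, 43 of 53 eQTLs specific to 5 DAP, 34 of 76 specific to 15 DAP and 870 of 1082 in all at 5 DAP passed. With 2 removed, 12, 8 and 161 passed. With none removed, 8, 0 and 47 passed, and 17, 14 and 210 had an unadjusted P below 0.05. The median of the random sets rose from 0.0604 to 0.133 over all eQTLs without removal. With the median in place of the mean absolute correlation, 18 eQTLs specific to 15 DAP passed. Keeping only targets with a median above 1 FPKM gave 31 of 50, 24 of 71 and 627 of 1045. The shares of the stage-specific eQTLs differed (P = 4.77e-05, two-sided Fisher's exact test) in each setting but the one with 2 components removed (P = 0.0833), and otherwise P ranged from 8.78e-08 to 0.00295. These shares rest on P-values adjusted within each group, which set a stricter cut-off for the eQTLs specific to 15 DAP. Part of the difference can come from this. At an unadjusted P below 0.05, 43 of 53 and 40 of 76 passed with 10 components removed, and these counts were not tested. The values for ZmECT2 and its targets stayed above the threshold in each of their 4 alternatives.

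For lines with a shared name root, the mean rank of the partner was 83.1 (one-sided permutation P = 0.0204). It was 100.8 with all genes with a median above 1 FPKM (P = 0.0581) and 116.7 with 10 principal components removed (P = 0.157), and the cause was not tested. For the URUAY motif in the mRNA, the upper tail was 0.0835 and the probability of exactly the observed number 0.0394, which is smaller by construction.

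No paired analysis was possible because each inbred line has 1 library in 1 condition. The alternative with target pairs far apart on the genome was not run, since the gene positions on AGPv3 were not used here, and the one that reads Y of URUAY as C or T was not run, since the transcripts were not used here.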

Differences from the paper's values

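The rounding of r to 2 decimals and both tests of the motif counts of Table S12 were chosen only after the values were seen, and the other settings named here were set before the data were examined.

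For the motif counts of Table S12, the upper tail of the hypergeometric distribution was 0.0835 for URUAY in the mRNA against the paper's 0.04, 0.928 for RRACH in the mRNA against the paper's 0.29, 0.598 for URUAY in the 3′-UTR against the paper's 0.15, and 0.709 for RRACH in the 3′-UTR against the paper's 0.15. The probability of exactly the observed number, an alternative chosen after seeing the counts and the paper's P-values of Table S12, gave 0.0394, 0.285, 0.146 and 0.154, and closed the gap for each of the 4. No alternative chosen without sight of these values was run. The counts behind these values were 42 of 53 targets against 27517 of 39469 genes for URUAY in the mRNA, and 52 of 53 against 39142 of 39469 for RRACH. The paper describes the URUAY enrichment in the transcripts of the targets as slightly significant.

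The paper places 185 lines at or above an r of 0.8 and 86 lines in the class below, whereas 64.2% of the 282 lines and 90 lines were found here, that is, 101 lines below 0.8. Table S2 also gives 90 lines in the class below and 11 lines under 0.6. With r rounded to 2 decimals, chosen after seeing the values, the numbers were 185 and 86.

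The paper kept genes with a population median above 1 for the QTT analysis. Of the 137 genes of Table S4, 130 had such a median and 7 did not, over the 282 and over all 318 lines. These were GRMZM2G001648 (median 0.238 FPKM), GRMZM2G102657 (0.351), GRMZM2G325650 (0.505), GRMZM2G045638 (0.596), GRMZM2G096403 (0.665), GRMZM2G068826 (0.743) and GRMZM2G133146 (0.947), and apart from the last they were named after their values were seen. With counts scaled by library total, 129 of the 137 genes had a median above 1.

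The paper left out genes with a population median of 0 before the association analysis. Of the 4875 genes read here as 5-DAP targets in Table S7, 5 had a median of 0 FPKM over the 282 lines: GRMZM2G017474, GRMZM2G024109, GRMZM2G039383, GRMZM2G329999 and GRMZM5G873870. They were expressed in at most 140 of the 282 lines, and were named after their values were seen. Over all 318 lines, a setting planned before the data were examined for the number of expressed genes, each of the 5 had a median above 0.

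The paper describes the 6 lines of Figure 1e as chosen at random within each haplotype. Their ZAG2 expression levels had ranks 5, 14 and 36 from the lowest, and 17, 8 and 4 from the highest, of the 282 lines. The haplotypes of the other lines were not used here.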

Other observations

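The comparison of targets with a median of 0 between groups of eQTLs was chosen only after the result was seen, and the relations of r with library depth, the share of a few genes and the stage score were planned, but their use as tests of explanations for a low r was chosen only after the result was seen.

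Developmental consistency was related to how much of a library its highest genes took. The 10 highest genes are themselves among the 1000 genes that enter r, so such a relation can in part be built in. Across the 282 lines, r rose with the share of counts in the 10 highest genes (Pearson's r = 0.523, Spearman's rho = 0.532, two-sided permutation P = 1e-05 for both, the smallest that 100000 permutations can give; Benjamini-Hochberg adjusted P = 3e-05 over 3 relations). It was 0.532 without the 2 lines farthest from the median share, and 0.492, 0.442, 0.495 and 0.597 within the CIMBL, CML, GEMS and remaining lines. With these 10 genes left out, the share of lines at or above 0.8 fell from 64.2 to 42.6% (120 lines), and 10 lines were below 0.6 in place of 11. Leaving out the highest genes can lower Pearson's r whatever the cause, so this does not decide whether a few genes may account for a low r, which stays open. A lower depth in the lines with a low r is argued against, since r did not rise with the total count (Pearson's r = -0.091, P = 0.129, adjusted P = 0.194; Spearman's rho = -0.0397, P = 0.506; -0.0949 without the 2 farthest lines; 0.011, 0.0648, -0.283 and -0.142 within the CIMBL, CML, GEMS and remaining lines). The hypothesis that a low r may come from kernels ahead of or behind the panel could be tested only with a stage score built from the paper's 5-DAP and 15-DAP means of Table S6. Its absolute value was not related to r (Pearson's r = 0.019, P = 0.751, adjusted P = 0.751; Spearman's rho = -0.0116, P = 0.848; 0.0257 without the 2 farthest lines; 0.0693, -0.120, 0.0718 and 0.0324 within the same groups). The score was not calibrated on kernels of known stage, so a developmental shift and other differences between lines cannot be told apart here.

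Targets assigned to the same 5-DAP eQTL were co-expressed more often than random sets. Hidden factors shared by many genes are argued against as the cause, since 47 of 1082 eQTLs passed with no principal components removed and 870 with 10 removed. Neighbouring target genes, or reads shared between near copies, may contribute. This could not be tested, because only 60.2% of the 4875 target genes matched a single gene of the RefSeq table, under the 80% set as the minimum. The share of co-expressed eQTLs at 5 DAP was higher for the eQTLs specific to 5 DAP, 43 of 53, than for those specific to 15 DAP, 34 of 76 (two-sided Fisher's exact test, P = 4.77e-05). The adjustment within each group made the cut-off stricter for the latter, which can widen this gap. At an unadjusted P below 0.05 the counts were 43 of 53 and 40 of 76. Among targets with a median above 1 FPKM, the shares still differed (31 of 50 and 24 of 71, P = 0.00295, same test). At an unadjusted P below 0.05 these counts were 33 of 50 and 33 of 71. Whether lower expression of the 15-DAP-specific targets at 5 DAP is the cause stays open, since this filter also leaves smaller sets. With 2 components removed the difference was not past the threshold (P = 0.0833), and over the alternatives P ranged from 8.78e-08 to this value. The 5-DAP-specific eQTLs were found in these same lines, so their excess is not independent of how they were found, and a biological difference between the stages was not tested.

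Part of the targets of eQTLs specific to 15 DAP had a population median of 0 FPKM at 5 DAP. This held for 78 of 402 targets (19.4%), against 374 of 5291 other 15-DAP targets of multi-target eQTLs (7.07%). Without the 53 targets of the eQTL at ZmECT2 it held for 65 of 349 (18.6%). Since a gene left out for its median of 0 cannot be a 5-DAP target, an eQTL with such targets falls more easily into the class specific to 15 DAP. A difference between these shares is thus built into the classes, and no test of it is given. Of the 79 eQTLs specific to 15 DAP, 37 had at least 1 such target, and in 8 such genes made up 50% or more of the targets. The paper left genes with a median of 0 out of its 5-DAP association analysis, but which of these targets it left out was not established here. The list of 15-DAP targets is shorter than the paper's, since for the eQTL on chromosome 6 from 19367637 to 19373745 (AGPv3) it was read only in part.

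For the eQTL at ZmECT2 (GRMZM2G144726), which the paper reports at 15 DAP, the following are 5-DAP values. ZmECT2 had 26.7 ± 7.92 FPKM (SD, n = 282 lines) and ZmICE1 (GRMZM2G173534) 26.6 ± 16.8 FPKM. Over all 318 lines they had 26.7 ± 7.79 and 26.4 ± 16.4 FPKM. Of the 53 targets, 13 had a median of 0 FPKM, among them O2 (GRMZM2G015534), with reads in 21 of the 282 lines and at most 2 reads in a line. Each of the 13 targets had at most 5 reads in any of the 282 lines and at most 13 in any of the 318 lines, and their summed count was 167 over the 282 lines. It did not follow the total count across the 282 lines (Spearman's rho = 0.0419, P = 0.483; Pearson's r = 0.0753), but counts this near 0 could hardly do so at these depths, and whether these genes were not expressed or were below detection cannot be told apart here. Among the 40 targets with a median above 0, the mean absolute correlation was 0.0612, against 0.0606 for 10000 random gene sets (one-sided P = 0.377). That of ZmECT2 with these targets was 0.0718, against 0.0803 (one-sided P = 0.789). No co-expression of this group was detectable at 5 DAP in these data.

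In Table S4, the paper's correlation of expression with kernel length was positive for 101 genes and negative for 36. Its sign equalled the one implied by the paper's allele means of expression and of kernel length in 133 of 137 genes. The exceptions, named after their values were seen, were GRMZM2G107956, GRMZM2G104449, GRMZM5G851914 and GRMZM2G147891.

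Lines with a shared name root were closer than random pairs (mean rank of the partner 83.1 among the other lines, one-sided permutation P = 0.0204 over 5 pairs), but unevenly. The partners TY-HZ4 and HZ4 had r = 0.844 and ranks 2 and 1, whereas Q319-BC6 and QI319 had r = 0.377 and ranks 170 and 284. Both pairs were named after their values were seen. The unlisted lines had more genes with a count than the listed lines (medians 27716 and 27494, two-sided permutation P = 0.0217), which did not pass the adjustment over the 4 measures compared (adjusted P = 0.0868).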
